# NAD^+^ prevents chronic kidney disease by activating renal tubular metabolism

**DOI:** 10.1172/jci.insight.181443

**Published:** 2025-03-10

**Authors:** Bryce A. Jones, Debora L. Gisch, Komuraiah Myakala, Amber Sadiq, Ying-Hua Cheng, Elizaveta Taranenko, Julia Panov, Kyle Korolowicz, Ricardo Melo Ferreira, Xiaoping Yang, Briana A. Santo, Katherine C. Allen, Teruhiko Yoshida, Xiaoxin X. Wang, Avi Z. Rosenberg, Sanjay Jain, Michael T. Eadon, Moshe Levi

**Keywords:** Nephrology, Chronic kidney disease, Molecular biology, Pharmacology

## Abstract

Chronic kidney disease (CKD) is associated with renal metabolic disturbances, including impaired fatty acid oxidation (FAO). Nicotinamide adenine dinucleotide (NAD^+^) is a small molecule that participates in hundreds of metabolism-related reactions. NAD^+^ levels are decreased in CKD, and NAD^+^ supplementation is protective. However, both the mechanism of how NAD^+^ supplementation protects from CKD, as well as the cell types involved, are poorly understood. Using a mouse model of Alport syndrome, we show that nicotinamide riboside (NR), an NAD^+^ precursor, stimulated renal PPARα signaling and restored FAO in the proximal tubules, thereby protecting from CKD in both sexes. Bulk RNA-sequencing showed that renal metabolic pathways were impaired in Alport mice and activated by NR in both sexes. These transcriptional changes were confirmed by orthogonal imaging techniques and biochemical assays. Single-nuclei RNA sequencing and spatial transcriptomics, both the first of their kind to our knowledge from Alport mice, showed that NAD^+^ supplementation restored FAO in proximal tubule cells. Finally, we also report, for the first time to our knowledge, sex differences at the transcriptional level in this Alport model. In summary, the data herein identify a nephroprotective mechanism of NAD^+^ supplementation in CKD, and they demonstrate that this benefit localizes to the proximal tubule cells.

## Abstract 2

NAD^+^ supplementation might protect from chronic kidney disease. Our work identifies a mechanism and location responsible for this potential benefit.

## Introduction

Chronic kidney disease (CKD) is a clinical diagnosis characterized by the gradual loss of renal function. The pathophysiology of CKD is complex, and kidney diseases of distinct etiologies can all converge on CKD (1). Nevertheless, several unifying mechanisms emerge when comparing healthy kidneys with their diseased counterparts. These include the progressive worsening of renal fibrosis, inflammation, and metabolic disturbances. This suggests that treatments that prevent these changes might also prevent the associated loss of renal function. Herein, we focus on preventing the progression of kidney disease by activating renal metabolism with the nicotinamide adenine dinucleotide (NAD^+^) precursor, nicotinamide riboside (NR).

Decreased NAD^+^ levels contribute to acute kidney injury (AKI), and NAD^+^ supplementation is protective in models of AKI (2–4). Using both gain- and loss-of-function transgenic mice, Tran et al. (5) comprehensively showed that the PPARγ coactivator 1-α (PGC-1α) protects from AKI by upregulating genes in the de novo NAD^+^ synthesis pathway in the renal tubules, and these effects are replicated by NAD^+^ supplementation. PGC-1α is a coactivator that controls metabolism-related gene regulatory networks, including by direct interaction with PPARα (6). Their data clearly indicate that improvements in renal tubular mitochondrial function, including fatty acid oxidation (FAO), substantially contribute to the protective effects of NAD^+^ supplementation in AKI (5).

Recent studies suggest that reduced NAD^+^ may also play a role in CKD. Endogenous NAD^+^ biosynthesis is impaired in CKD, and there is a corresponding decrease in levels of NAD^+^ and its related metabolites (7, 8). Consistent with this, both promoting NAD^+^ salvage and preventing NAD^+^ breakdown protect from CKD (9, 10). Furthermore, pharmacological NAD^+^ supplementation has generally been shown to protect against CKD (11–16). However, unlike in AKI, the mechanism of how NAD^+^ supplementation protects the kidney in CKD is still poorly understood. A key limitation is that no study thus far has investigated the cell type–specific effects of exogenous NAD^+^ supplementation in a model of CKD, which may affect the podocytes or the renal tubules to varying extents.

In a recent study, we demonstrated that NR treatment of diabetic mice restored mitochondrial function, including sirtuin 3 activation, thereby preventing mitochondrial damage. This reduced expression of the cyclic GMP-AMP synthase/stimulator of interferon genes pathway and thus protected the kidney. Importantly, we also identified changes in metabolic genes, including NR-mediated increases in mRNA transcripts for PGC-1α (*Ppargc1a*), nuclear respiratory factor 1 (*Nrf1*), mitochondrial transcription factor A (*Tfam*), carnitine palmitoyltransferase 1-α (*Cpt1a*), medium-chain acyl-coenzyme A dehydrogenase (MCAD; *Acadm*), and long-chain acyl-coenzyme A dehydrogenase (*Acadl*) (15). These genes are encoded in the nuclear genome, and thus, it is unlikely that the changes were a direct result of mitochondrial sirtuin 3. Instead, it implies a mechanism of NAD^+^ supplementation that acts at the transcriptional level to modulate expression of key metabolic genes. We therefore sought to identify the molecular mechanism underlying this change.

To begin to dissect this mechanism, as well as cell types responsible, we returned to the NAD^+^ supplementation data reported from models of AKI. We found the data reported by Tran et al. (5) very compelling evidence for the role of PGC-1α in the renal tubules and consistent with the transcriptional activation of metabolic genes that we observed in our recent study (15). Furthermore, mitochondrial dysfunction and associated FAO defects are key metabolic disturbances that drive CKD (17, 18), and restoring renal metabolism has been shown to be protective (19). Given this rationale, we hypothesized that NAD^+^ supplementation with NR protects from CKD by activating renal metabolism in the proximal tubules.

We tested this hypothesis with a 3-step sequential approach. We first tested NR in a mouse model of Alport syndrome to show that NAD^+^ supplementation protects against CKD at multiple time points. We then employed biochemical techniques, including bulk RNA sequencing (RNA-Seq) and immunoblotting, to assess metabolic dysregulation. Finally, we performed single-nuclei RNA-Seq (snRNA-Seq) and spatial transcriptomics (ST) to show that NAD^+^ supplementation enhances renal metabolism in the proximal tubules. The results presented herein provide strong evidence that NR activates the NAD^+^/PGC-1α/PPARα/FAO axis in the proximal tubules, thereby stimulating metabolism and protecting the kidney.

## Results

### Alport mice have reduced NAD^+^ levels and impaired renal metabolism.

To verify that pathways related to both NAD^+^ and renal metabolism are dysregulated in Alport mice, we reanalyzed previously published RNA-Seq data from 2 independent experiments (20, 21). Gene ontology (GO) enrichment and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses were performed on the 500 most downregulated genes in Alport mice, and both NAD^+^ biosynthetic pathways (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.181443DS1) and fatty acid metabolic pathways (Supplemental Figure 2) were significantly enriched. This is in stark contrast with the pathways identified from analyses of upregulated genes, most of which were related to inflammation and fibrosis (Supplemental Figure 1, C and D) (22). Finally, we verified that kidney NAD^+^ levels were lower in male and female Alport mice compared with control mice (Figure 1).

### NAD^+^ supplementation protects Alport mice from kidney disease.

Given that kidney NAD^+^ levels were decreased in Alport mice compared with control mice, we hypothesized that NAD^+^ supplementation with NR would reduce the severity of kidney disease. Our colony of Alport mice on the C57BL/6J background slowly develop kidney disease until death at 35–40 weeks of age, and we investigated 2 time points.

In our initial experiment, mice were treated with or without NR between 10 and 25 weeks of age (Figure 2A). We did not observe any changes in echocardiography or blood pressure measurements between the groups, excluding these as potential confounding variables (Supplemental Tables 1 and 2). Twenty-four–hour urinary albumin excretion, a marker of kidney damage, was up to 1,000-fold increased in Alport mice, and NR treatment prevented this increase in both sexes (Figure 2B). Plasma creatinine was unchanged between control and Alport mice at the 25-week time point, consistent with the slowly progressing phenotype of Alport mice on the B6 background (Supplemental Table 3). As shown by polarized microscopy of kidney sections stained with Picrosirius red (PSR), a technique that is highly specific for collagen (23), NR treatment prevented the progression of overall renal fibrosis in both sexes (Figure 2, C and D). In addition, renal cortical tubulointerstitial fibrosis — quantified by excluding medullary, vascular bundle, and glomerular contributions — was increased in Alport mice and reduced by NR treatment in both sexes (Supplemental Figure 3, A and B). Renal inflammatory infiltrate was also increased in Alport mice and reduced by NR treatment (Supplemental Figure 3, C and D). Finally, the prevention of renal fibrosis was secondarily verified by immunoblotting for fibronectin, which was reduced in NR-treated male (significant, *P* < 0.001) and female (trend, *P* < 0.10) Alport mice (Supplemental Figure 4).

We then repeated the experiment in both male and female mice, though we aged the mice longer to 35 weeks of age (Supplemental Figure 5A). Twenty-four–hour urinary albumin excretion was increased in Alport mice, and NR treatment ameliorated this increase in both sexes (Supplemental Figure 5B). At this later time point, plasma creatinine was greatly increased in Alport mice compared with control mice, and NR treatment prevented this increase in both sexes (Supplemental Figure 5C). Both our initial and replication experiments had substantial numbers of littermate-matched mice in each group, and they were temporally separated by greater than 1 year.

### NAD^+^ supplementation protects from glomerular and tubular injury in Alport mice.

Glomerular damage was further assessed by immunostaining for the podocyte marker p57^kip2^. Volumetric podocyte density is a podometric that controls for the thickness of the histological section, the size of the podocyte nucleus, and the size of the glomerulus (24–26). Compared with control mice, Alport mice had reduced volumetric podocyte density, both podocyte and glomerular hypertrophy, and an increased mesangial index. NR treatment prevented these pathologic changes in both sexes (Figure 3, A–D, and Supplemental Figure 6A). In females, but not males, the corrected podocyte number per glomerulus was reduced in Alport mice and restored with NR treatment (Supplemental Figure 6B). However, unlike the volumetric podocyte density, the corrected podocyte number per glomerulus does not control for glomerular hypertrophy and should be interpreted with caution. These results, in combination with the reduction in urinary albumin excretion, demonstrate that NR treatment protects from glomerular damage in the Alport model of kidney disease.

Although Alport syndrome is classically associated with a specific glomerular defect, glomerular injury can also cause tubular injury (27, 28). The proximal tubules are highly metabolically active, and they may have limited reserve to compensate for severe glomerular disease. This might be further exacerbated by an NAD^+^ deficiency. We therefore hypothesized that Alport mice would exhibit substantial tubular pathology that was reversed by NR treatment. Consistent with our hypothesis, renal kidney injury molecule 1 (KIM-1) expression, a marker of tubular damage (29, 30), was increased in Alport mice, and NR treatment prevented this increase in both sexes (Figure 3, E–H). We then investigated the mechanism underlying this protective effect.

### Bulk RNA-Seq identifies renal cortical metabolic defects in Alport mice that are prevented by NAD^+^ supplementation.

We performed bulk RNA-Seq on isolated kidney cortex to both support our hypothesis that NAD^+^ supplementation normalizes renal metabolism and identify if PGC-1α/PPARα signaling is a molecular mechanism driving this change. 

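The bulk RNA-Seq data hold 1 kidney cortex library from each of 32 mice at 25 weeks of age, 4 for each combination of sex, genotype and treatment (vehicle, or NR at 0.5% w/w of the diet from 10 weeks). The authors processed the reads with BioJupies into a table of counts per gene symbol, and the aligner, genome build and annotation are not stated in the paper. The table has 32544 genes, of which 7938 have 0 counts in every mouse, and a second table holds log10(CPM + 1) of the same counts (largest difference 4.44e-16). Total counts per library, as median (range) of 4 mice, were 24497829 (21833587–27433134) in vehicle-treated and 20821079.5 (19667200–26314137) in NR-treated male controls, 21595244.5 (21451535–21763727) and 22252322 (18588229–23738769) in male Alport mice, 25112915 (22371273–27778797) and 21985819 (16621944–22884023) in female controls, and 23724542 (19281368–24978942) and 20561978 (19916664–25963664) in female Alport mice. The 10 most abundant genes took 11.0%–18.6% of the counts of a library.

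The labels were checked against the counts. *Ddx3y* was 5.59–6.43 log2 CPM in males and −0.90 to 0.67 in females, with the same separation for *Eif2s3y* (5.53–6.12 and −0.94 to 0.24), *Kdm5d* (4.33–5.12 and 1.99–2.73) and *Uty* (4.52–5.24 and 1.03–1.98), and *Xist* has no line in the table. *Col4a3* mRNA was lower but not absent in Alport mice, with log2 fold changes (log2FC) of −1.40 in males (adjusted p = 6e-06) and −1.19 in females (adjusted p = 2.87e-05). Per mouse it was 5.62–6.39 log2 CPM in Alport mice and 5.89–7.65 in controls, an overlap that comes from NR-treated male controls. The difference between *Col4a3* and *Col4a4*, chosen after that overlap was seen, was −1.77 to −1.27 in Alport mice and −0.89 to −0.28 in controls.

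Each comparison below is an edgeR quasi-likelihood fit of its 8 mice with trimmed mean of M values (TMM) scaling, and adjusted p is the Benjamini-Hochberg value over the genes tested. Gene lists were tested with camera, which sets a list against all other genes tested. Beside it stands fry, which asks whether the list changed at all and keeps the correlation between its genes. A list value is the median log2FC of its genes. The gene lists written by hand, their tests and the thresholds were set before the data were examined. The Reactome sets, the counts among 500 genes, and the overlaps and correlations between the sexes were chosen after first results had been seen. The choices that moved the numbers most were the test itself, the mice in the fit and which of the 4 mice of a group was left out. Counts of genes with close paralogs, such as *Cyp4a10*, *Cyp4a14*, *Acot1*, *Acaa1b*, *Gsta1* and *Ugt2b37*, are uncertain because it is not known how reads that match several of them were assigned.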

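With log2 CPM of 17353 genes from the 32 mice, PC1 held 42.3% of the variance, PC2 11.4% and PC3 7.34%. On PC1, the mean position was 40.9 ± 25.7 (SD, n = 16) in Alport mice and −40.9 ± 12.5 (n = 16) in controls. On PC2 it was 19.3 ± 9.54 in females and −19.3 ± 17.0 in males, and on PC3 −11.9 ± 19.2 with NR and 11.9 ± 9.53 with vehicle. In permutation tests with 100000 resamples, p was 1e-05 for genotype on PC1, 1e-05 for sex on PC2 and 2e-05 for treatment on PC3, where 1e-05 is the smallest value that this number of resamples can give. PC3 also differed between the sexes (p = 0.00393, permutation test). The share of PC1 was lowest with each gene scaled to unit variance (34.1%) and highest with the log10 values of the authors (55.5%).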

Principal component analysis demonstrated separation by genotype (PC1, 42.7% of variance, *P* = 2.75 × 10^–11^), sex (PC2, 11.3% of variance, *P* = 1.16 × 10^–7^), and treatment (PC3, 7.3% of variance, *P* = 2.07 × 10^–3^). In both sexes, NR treatment shifted Alport samples toward the control genotype, suggesting the prevention of the disease process (Supplemental Figure 7).

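On PC1, vehicle-treated male Alport mice lay at 49.3 ± 12.1 (SD, n = 4) and NR-treated ones at 28.0 ± 38.9, with vehicle-treated male controls at −58.0 ± 2.55. The male shift is 19.8% of the distance to the controls (exact permutation test, p = 0.314). In females the positions were 58.0 ± 17.3, 28.2 ± 20.7 and −31.8 ± 11.6, a shift of 33.2% (exact permutation test, p = 0.0857). The smallest p that 4 against 4 mice can give is 0.0286. Beyond all 4 vehicle-treated Alport mice of their sex lay 3 of 4 NR-treated males and 2 of 4 NR-treated females. NR-treated male Alport replicate 1 lay at 83.9, and without it the male shift is 37.2%, while without replicate 2 it is 10.8%. Leaving out 1 mouse gives 25.1%–41.4% in females.

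Across genes, the NR effect in Alport mice ran against the Alport effect, with Pearson's r = −0.401 in males and −0.559 in females. Both fold changes contain the vehicle-treated Alport mice, which gives a mean of −0.117 and −0.132 in simulated groups without any effect. Those groups were drawn gene by gene, without variation that genes share, so they do not give the chance spread of r. With the vehicle-treated Alport mice divided between the 2 fold changes, r is −0.271 in males and −0.432 in females. For the undivided r, the jackknife SE over mice is 0.359 in males and 0.149 in females. The undivided male r is −0.631 without NR-treated replicate 1 and −0.209 without NR-treated replicate 2. Against the Alport effect of the other sex, which shares no mouse, r was −0.387 for NR in males and −0.483 in females. Of the 35 splits of the Alport mice of a sex into 4 and 4, 17 in males and 9 in females came as far from 0. Mouse assignment by chance therefore stays open for these correlations.

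**Figure D1:**
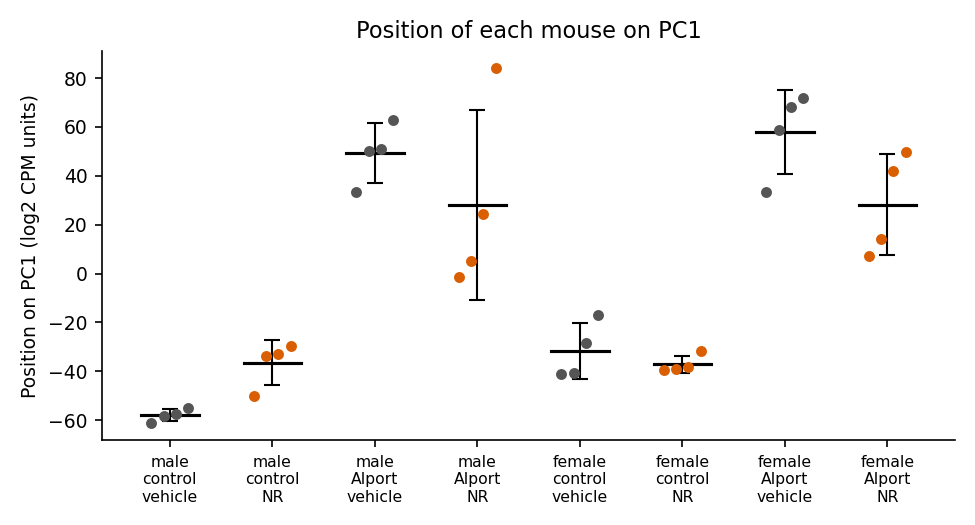
Position of each mouse on PC1 in the 8 groups of 4 mice, with mean and SD.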

For each sex, we then performed GO biological process, KEGG pathway, and transcription factor enrichment analyses (31–33) comparing (a) NR-treated control mice versus vehicle-treated control mice, (b) vehicle-treated Alport mice versus vehicle-treated control mice, and (c) NR-treated Alport mice versus vehicle-treated Alport mice (Supplemental Tables 4–7). 

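Between vehicle-treated Alport and control mice, 7765 of 15286 genes tested in males changed at an adjusted p under 0.05 (4091 up, 3674 down, 2602 of them at least 2-fold), and 7179 of 15709 in females (3760 up, 3419 down, 2035 at least 2-fold). Of these, 3186 rose in both sexes (979 expected by chance) and 2712 fell in both (819 expected). With NR in Alport mice, 0 of 15500 genes passed the threshold in males, where 777 have an unadjusted p under 0.05 and the smallest adjusted p is 0.274. In females 72 of 15712 passed (60 up, 12 down). With NR in control mice, 654 of 14696 genes changed in males (437 up, 217 down) and 956 of 14951 in females (598 up, 358 down), with 74 up (18.0 expected) and 32 down (5.11 expected) in both sexes. The values of the 4 mice per group did not overlap for 50.6% and 44.4% of genes in the Alport comparisons of males and females, 3.43% and 9.22% with NR in Alport mice, and 13.4% and 14.7% with NR in controls, where chance gives 2.86%.

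The Alport counts stayed between 6026 and 7959 with any 1 mouse left out, but the NR counts depend on single mice. The male Alport count is 374 without NR-treated replicate 1 (86 up, 288 down), and the female one is 9 without vehicle-treated replicate 1 and 163 without NR-treated replicate 1. In controls, the male count is 111 without vehicle-treated replicate 1 and 1863 without NR-treated replicate 4, and the female count is 422 without NR-treated replicate 1. With NR, DESeq2 gives 62 genes in male and 728 in female Alport mice and 1641 and 1493 in controls, and a fit of all 32 mice in 8 groups gives 77 and 240 in Alport mice and 931 and 20 in controls. Of the 6 comparisons in Supplemental Table 4, the 3 male ones were used here up to gene 1999 and that of NR in female controls up to gene 579. The stated sizes of these 4 and of Alport against control in females equal the numbers of genes tested here, and the genes of that table for the other 2 female comparisons were not used here.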

The decision to compare these groups was made a priori because they are the most relevant biological comparisons.

Consistent with our hypothesis, GO enrichment analyses revealed that numerous metabolism-related biological processes were changed between the groups. 

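The metabolic lists fell in Alport mice. The citric acid cycle list (23 genes) had a median log2FC of −0.65 in males and −0.63 in females, the cholesterol synthesis list (25 genes) −0.41 and −0.49, and the NAD+ synthesis list (19 genes) −0.82 and −0.43, all past the camera and fry thresholds. In the other direction, extracellular matrix genes (40 listed, 39 in the table) rose by 2.79 and 1.98 and immune cell genes (36) by 3.13 and 2.54. With NR in Alport mice, cholesterol synthesis rose by 0.75 in males (adjusted p = 1.79e-29, camera) and 0.81 in females (5.18e-29). The list of NRF2 targets rose by 0.90 (8.84e-24) and 1.08 (1.29e-42), and NAD+ synthesis stayed at −0.03 and 0.10. Fry, which keeps the correlation between genes, gives adjusted p of 0.152 and 0.155 for cholesterol synthesis and NRF2 targets in males and 0.0251 and 0.00936 in females. Of 9 lists past the camera threshold with NR in male Alport mice, 0 pass that of fry, and in females 6 of 9 do, the lists of fatty acid oxidation, PPAR pathway, cholesterol synthesis, NRF2 targets, endothelial markers and adipocyte markers. In Alport against control mice, 11 of 11 lists in males and 12 of 12 in females pass both, and with NR in controls 8 of 8 and 7 of 8. Because so many genes changed in Alport mice, passing fry there does not set a list apart from other genes.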

In both sexes, GO biological processes involving fatty acids, including fatty acid β-oxidation, were among the most highly enriched set of processes that were simultaneously downregulated in vehicle-treated Alport mice (vs. vehicle-treated control mice) (Figure 4A and Supplemental Figure 8A) and upregulated in NR-treated Alport mice (vs. vehicle-treated Alport mice) (Figure 4B and Supplemental Figure 8B). 

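The 38 genes of the fatty acid oxidation list, 12 of them shared with the PPAR pathway list, fell by a median log2FC of −0.59 in male Alport mice (adjusted p = 7.29e-10, camera, and 0.00141, fry) and −0.61 in females (9.38e-13 and 0.00121). Adjusted over the list alone, 36 genes changed in males and 37 in females. With NR in Alport mice the list rose by 0.37 in males and 0.54 in females, with 35 of 38 genes higher in each sex. In males camera gives an adjusted p of 5.07e-14 but fry 0.310, and 2 genes pass adjusted over the list alone and 0 over all genes. The female values are 4.92e-30 (camera), 0.0200 (fry), 31 and 6. Without NR-treated replicate 2 the male median is 0.20, and it is 0.46–0.66 in females with any 1 mouse left out. The alternative that moved the calls most was camera with the inter-gene correlation estimated from the data, under which none of these fatty acid oxidation results passes. In the Reactome set of mitochondrial fatty acid oxidation (14 genes), the medians were −0.68 and −0.61 in Alport mice and 0.28 (fry adjusted p = 0.590) and 0.41 (0.0458) with NR, in males and females.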

Many GO biological processes that are integral to energy metabolism were also simultaneously enriched in both comparisons, including acetyl-CoA and acyl-CoA metabolic processes (Figure 4, A and B, and Supplemental Figure 8, A and B). 

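With NR in Alport mice, citric acid cycle genes rose by a median log2FC of 0.16 in males (adjusted p = 0.0300, camera, and 0.931, fry) and 0.26 in females (6.27e-09 and 0.0772). The Reactome citric acid cycle set gave −0.65 and −0.62 in Alport mice and 0.16 and 0.26 with NR. The Reactome set that joins the citric acid cycle with respiratory electron transport (118 genes tested) fell by −0.40 in males and −0.50 in females and rose with NR by 0.16 (110 genes higher) and 0.33 (111 genes higher), without passing the fry threshold with NR (adjusted p = 0.738 and 0.0797). Among genes that use acyl-CoA, *Acot1* rose by 1.77 in males (adjusted p = 0.454) and 1.93 in females (0.0131), *Acot3* by 1.06 (0.867) and 1.02 (0.0131), and *Acsl1* by 1.51 (0.836) and 1.30 (0.109). Without NR-treated male replicate 1, *Acot1* passes in males (0.0294), and without vehicle-treated female Alport replicate 1 it does not in females (0.0701). In Alport against control mice *Acot1* changed by −0.26 (0.625) and −0.53 (0.0547), *Acot3* by −0.93 (0.0338) and −1.36 (8.7e-06), and *Acsl1* by −0.59 (0.00552) and −0.88 (0.000210).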

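Fold changes of males and females correlated across genes with r = 0.910 for Alport against control mice, 0.601 for NR in Alport mice and 0.385 for NR in control mice. Among the 500 genes with the smallest p of those lower in Alport mice, 7 in males and 8 in females were on the fatty acid oxidation list (1.24 and 1.21 expected) and 4 in each sex on the PPAR pathway list (1.80 and 1.81 expected). Of the 500 taken in the same way among genes higher with NR in Alport mice, 15 in males and 24 in females were on the first list (1.23 and 1.21 expected), and 19 and 20 on the second.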

KEGG pathway analyses yielded similar results in both sexes (Figure 4, C and D, and Supplemental Figure 8, C and D). 

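Of the Reactome set of metabolism (1465 genes matched), 851 of 1286 genes tested were lower in male Alport mice (median log2FC −0.22, adjusted p = 4.24e-05, camera, and 0.00224, fry) and 875 of 1304 in females (−0.21, 1.1e-05 and 0.00335). The 500 genes with the smallest p among those lower held 129 of its genes in males (42.1 expected) and 110 in females (41.5 expected). Proximal tubule markers fell by a median of −0.94 and −0.87 in the same comparisons, markers of the loop of Henle and collecting duct by −0.33 and −0.31, while endothelial markers rose by 0.67 and 0.35 and podocyte markers by 1.06 and 0.44. Which part of the fall in bulk RNA comes from a lower share of tubule cells is not settled by these data.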

The severe impairment of renal metabolism in Alport mice was evident by the downregulation of genes involved in metabolic pathways (KEGG Entry No. 01100) with FDR-adjusted *P* value approaching 40 orders of magnitude in both sexes (Figure 4C and Supplemental Figure 8C). 

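Of 64 genes on the PPAR pathway list, 55 were tested in male and 57 in female Alport mice against controls. Their median log2FC was −0.40 in males (adjusted p = 0.00637, camera) and −0.41 in females (0.000436), with 16 genes higher in each sex. In either direction, 37 and 43 genes passed adjusted over the list alone. With NR in Alport mice the list rose by 0.25 in males (5.07e-14, camera, and 0.152, fry) and 0.38 in females (5.05e-19 and 0.00936). A Reactome set of lipid regulation by PPARα, of whose 19 genes, mostly cofactors of transcription, 1 is on the list, stayed near 0 in Alport mice, with medians of 0.05 and 0.01. With NR in Alport mice the median of this set was 0.09 in males (adjusted p = 0.0279, camera, and 0.213, fry) and −0.00242 in females. The mRNA of the receptors fell in Alport mice, *Ppara* by −0.94 (2.8e-05) and −1.14 (8.47e-05), *Rxra* by −0.49 (0.000920) and −0.41 (0.00154), and the coactivator *Ppargc1a* by −0.66 (4.55e-05) and −0.66 (0.00235), in males and females. With NR in Alport mice *Ppara* changed by 0.09 and 0.14, *Rxra* by 0.25 and 0.29 and *Ppargc1a* by 0.16 and 0.28, none past the threshold.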

Transcription factor analyses revealed differential activity of the retinoid X receptor (RXR) and PPARα heterodimer (RXR/PPARα) as a likely candidate underlying the observed transcriptional differences (Figure 4, E and F, and Supplemental Figure 8, E and F).

Based on the data from the GO enrichment, KEGG pathway, and transcription factor analyses, we plotted the gene changes on KEGG graphs for the PPAR signaling pathway (KEGG Entry No. 03320) (Figure 4G, Supplemental Figure 8G, and Supplemental Figures 9 and 10), the peroxisome (KEGG Entry No. 04146) (Supplemental Figures 11 and 12), and fatty acid degradation (KEGG Entry No. 00071) (Supplemental Figures 13 and 14). 

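Of the fatty acid oxidation genes, 34 of 37 in males and 35 of 38 in females were lower in vehicle-treated Alport mice and higher with NR, and 31 of 54 and 35 of 55 of the PPAR pathway genes. Both effects contain the vehicle-treated Alport mice, so differences between mice alone favour such opposite directions, and no count without an effect was computed. *Ehhadh* fell in Alport mice by a log2FC of −1.06 ± 0.15 (SE, adjusted p = 8.07e-05) in males and −0.84 ± 0.15 (0.000876) in females, and rose with NR by 1.65 ± 0.33 (0.454) and 2.34 ± 0.33 (0.0190), with the 4 NR-treated Alport mice above the 4 vehicle-treated ones in each sex. Its level in males was 797 ± 105 CPM (SD, n = 4) in controls, 362 ± 72.0 in Alport mice and 1139 ± 423 with NR, and in females 605 ± 112, 330 ± 44.6 and 1657 ± 897. *Acadl* fell by −0.48 (0.00450) and −0.30 (0.0318) and rose by 0.53 (0.912) and 0.60 (0.102). *Fabp1* rose with NR by 3.94 ± 0.24 in female Alport mice (0.000355) and 3.19 in males (0.454) and *Cyp4a14* by 3.02 (0.0201) and 5.19 (0.274), whereas in Alport against control mice *Fabp1* was unchanged in females (−0.05, 0.930) and *Cyp4a14* did not fall in males (0.29). These calls depend on single mice. Without NR-treated male Alport replicate 1, *Ehhadh* (0.0238), *Cyp4a14* (0.0238) and *Fabp1* (0.0440) pass in males, and without vehicle-treated female Alport replicate 1, *Ehhadh* (0.0927) and *Cyp4a14* (0.102) do not pass in females, where *Fabp1* passes with any 1 mouse left out. The fall of *Acadl* in females does not pass without vehicle-treated Alport replicate 3 (0.0943).

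In bulk cortex mRNA, the genes named for FAO in the immunoblots fell in Alport mice but rose less with NR. *Cpt1a* fell by −0.76 (7.35e-05) in males and −0.66 (0.000582) in females and changed with NR by 0.05 (0.986) and 0.39 (0.379). *Acadm* fell by −0.82 (0.000353) and −1.12 (0.00119) and changed with NR by 0.40 (0.943) and 0.41 (0.332). The immunoblots of the paper measured protein. It also reports more RNA of both genes with NR in S1 and S2 proximal tubule nuclei of Alport mice. In its spatial data *Cpt1a* was higher with NR in cortex and outer stripe.

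**Figure D2:**
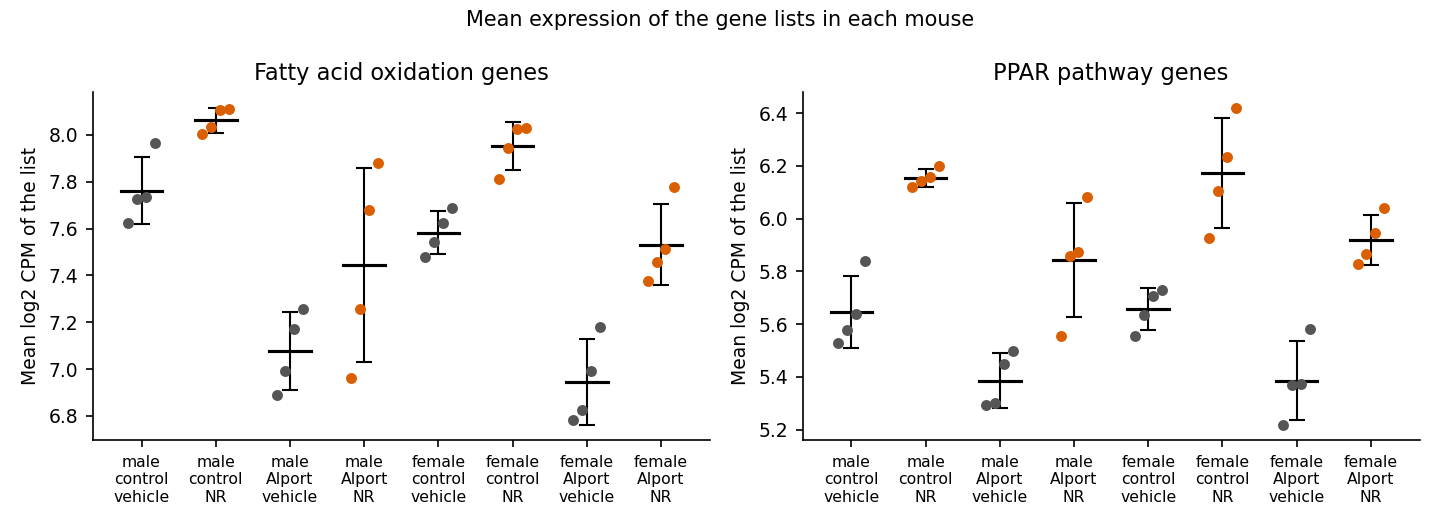
Mean log2 CPM of the fatty acid oxidation and PPAR pathway lists in each mouse of the 8 groups, with mean and SD.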

A multitude of genes involved in these pathways, especially those related to FAO, were reduced in vehicle-treated Alport mice (compared with vehicle-treated control mice) and restored in NR-treated Alport mice (compared with vehicle-treated Alport mice). Data from both comparisons are visualized simultaneously on the KEGG graphs, the former on the left half of each rectangle and the latter on the right half.

All together, these data represent clear evidence for impaired renal metabolism in Alport mice, including fatty acid metabolism, that is restored by NR treatment. 

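The mean log2 CPM of the fatty acid oxidation list was 7.76 in vehicle-treated male controls, 7.08 in vehicle-treated and 7.45 in NR-treated male Alport mice, and 7.58, 6.95 and 7.53 in females. The Reactome metabolism set rose with NR in Alport mice by a median log2FC of 0.09 in males (adjusted p = 5.45e-05, camera, and 0.590, fry) and 0.10 in females (1.32e-08 and 0.0496). Proximal tubule markers had medians of 0.03 (13 of 22 higher) and 0.06 (13 of 22 higher), and those of the loop of Henle and collecting duct 0.02 and 0.12. Extracellular matrix genes fell by −0.42 in males and −0.39 in females and immune cell genes by −0.47 and −0.76, with fry adjusted p of 0.573 and 0.310 for the first list and 0.324 and 0.141 for the second. The paper reasons from metabolic terms that are enriched among genes lower in Alport mice and again among genes higher with NR, and concludes that renal metabolism, with fatty acid metabolism as a part, is impaired and then restored.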

Next, we investigated NR treatment in control mice to verify that NR is directly responsible for normalizing renal metabolism.

### NAD^+^ supplementation activates renal metabolism in control mice, verifying this as a causal mechanism of NR-mediated kidney protection.

Although the dramatic change in metabolic state between vehicle- and NR-treated Alport mice suggests that NR protects the kidney by activating renal metabolism, it is not enough alone to show a causal relationship. In other words, because renal metabolism in Alport mice becomes gradually more impaired as kidney disease progresses, any intervention that reduces kidney disease will also cause a coincidental improvement of renal metabolism. This is not because the intervention activates renal metabolism, per se. It is instead an artifact that arises because the intervention-treated group has less severe kidney disease than the vehicle-treated group at the time of study. To truly determine the mechanism of a drug, it is necessary to investigate its effects in healthy control mice. We therefore compared NR treatment with vehicle treatment in control mice, and we juxtaposed this with the comparison of NR treatment with vehicle treatment in Alport mice.

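With NR in control mice, fatty acid oxidation genes rose by a median log2FC of 0.28 in males (adjusted p = 4.98e-11, camera, and 0.00556, fry) and 0.31 in females (4.05e-23 and 0.00653). In either direction, 18 of 37 and 30 of 38 genes passed adjusted over the list alone. Cholesterol synthesis rose by 0.59 (5.79e-28) and 0.52 (2.21e-37) and NRF2 targets by 0.79 (2.03e-24) and 0.50 (1.06e-17), each past the fry threshold. The citric acid cycle did not change in males (−0.01, 0.711) and rose in females (0.12, 1.69e-05), and NAD+ synthesis changed by −0.17 (0.0576, camera, and 0.0292, fry) and −0.03 (0.522 and 0.156). In males, extracellular matrix genes rose by 0.72 (1.13e-19, camera, and 0.00542, fry) and immune cell genes by 0.84 (7.9e-11 and 0.0360), compared with 0.01 and −0.07 in females (0.970 for each, camera), a difference between the sexes that was not tested. Among single genes, *Insig1* rose by 1.44 (0.00176) and 1.23 (0.00388), *Aldh1a1* by 2.65 ± 0.12 (SE, 2.92e-06) and 1.43 (0.0269), and *C3* by 3.19 (0.0371, but 0.116 without vehicle-treated male replicate 2) and 1.84 (0.00876). Called up both in NR-treated female controls and in NR-treated female Alport mice were 44 genes (2.37 expected).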

In both sexes, metabolism-related GO biological processes were among the most highly enriched set that were simultaneously upregulated in both NR-treated control mice (vs. vehicle-treated control mice) (Figure 5, A and B) and NR-treated Alport mice (vs. vehicle-treated Alport mice) (Supplemental Figure 15). KEGG pathway analyses mirrored these results (Figure 5, C and D, and Supplemental Figure 16). 

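Of the 500 genes with the smallest p among those higher with NR in controls, 99 in males (43.4 expected) and 192 in females (43.0 expected) were in the Reactome metabolism set, whose median log2FC was 0.03 (fry adjusted p = 0.0108) and 0.08 (0.000302). The fatty acid oxidation list had 10 and 21 of these 500 genes, the PPAR pathway list 15 and 14, cholesterol synthesis 15 and 20, and NRF2 targets 17 and 11. In NR-treated Alport mice, 132 of such 500 genes in males (41.8 expected) and 164 in females (41.4 expected) were in the metabolism set. In male controls 19 of the 500 were extracellular matrix genes (1.29 expected) and 6 were immune cell genes. The Reactome cholesterol synthesis set rose in controls by 0.32 and 0.48 and in Alport mice by 0.67 and 0.69, in males and females.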

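The PPAR pathway list rose with NR in control mice by a median log2FC of 0.33 in males (adjusted p = 1.05e-09, camera, and 0.00284, fry) and 0.30 in females (5.53e-16 and 0.00668). In either direction, 30 and 26 genes passed adjusted over the list alone. Large changes were in *Cyp4a14* (5.89, adjusted p = 0.0167, in males and 1.72, 0.0200, in females), *Fabp1* (5.43, 0.0368, and 3.40, 0.0477) and *Acot1* (2.47, 0.0459, and 1.28, 0.0651), and *Ehhadh* rose by 1.19 ± 0.12 (0.000982) and 1.28 ± 0.32 (0.0731). Without vehicle-treated male replicate 1, *Cyp4a14* (0.0586), *Fabp1* (0.118) and *Acot1* (0.129) do not pass in males, and without vehicle-treated female replicate 3, *Cyp4a14* (0.0639) and *Fabp1* (0.0908) do not in females, while without NR-treated female replicate 2, *Ehhadh* (0.00163) and *Acot1* (0.0379) do. The mRNA of the receptors and of the coactivator *Ppargc1a* did not rise. *Ppara* changed by −0.15 (0.555) and −0.45 (0.00792), *Rxra* by −0.03 and 0.08, and *Ppargc1a* by −0.01 and −0.17. These mRNA values measure neither activity nor protein. By immunoblot, the paper reports more PGC-1α protein with NR in both control and Alport mice. The Reactome set of lipid regulation by PPARα had medians of −0.02 and −0.06. Adipocyte markers (5 of 14 tested, 1 of the 5 a PPAR pathway gene) rose by 0.83 and 0.31, at least as much as the list. *Adipoq*, *Cfd* and *Plin1* together stood at 0.450 and 0.570 CPM with vehicle and 0.614 and 1.40 CPM with NR. All adipocyte markers together stood at 224 and 228 CPM with vehicle.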

Transcription factor analyses also predicted the activation of RXR/PPARα in the NR-treated control mice (Figure 5, E and F). The striking similarity of NR treatment in both control and Alport mice is demonstrated by visualization on KEGG graphs for the PPAR signaling pathway (KEGG Entry No. 03320) (Supplemental Figures 17 and 18), the peroxisome (KEGG Entry No. 04146) (Supplemental Figures 19 and 20), and fatty acid degradation (KEGG Entry No. 00071) (Supplemental Figures 21 and 22).

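Of the fatty acid oxidation genes, 30 of 37 in males and 34 of 38 in females were higher with NR in both genotypes, as were 32 of 54 and 36 of 55 of the PPAR pathway genes. Across all genes, the NR effects in control and Alport mice, which share no mouse, correlated with r = 0.273 in males (Spearman's 0.151, 14599 genes) and 0.389 in females (0.346, 14861 genes). Among genes changed with NR in controls, r was 0.684 and 0.716. The male value is 0.106 without NR-treated Alport replicate 1, and the jackknife SE over mice is 0.229 in males and 0.129 in females.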

In summary, the effect of NR treatment on metabolism-related pathways in control mice was essentially identical to that in Alport mice. These results strongly suggest that NR protects the kidney via activating renal metabolism, more specifically, the RXR/PPARα signaling pathway that stimulates FAO. 

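A test of whether the NR effect differs between the genotypes found 0 genes in males (1395 of 15800 with an unadjusted p under 0.05) and 0 in females (1484 of 16064). With DESeq2 it finds 18 and 30, and without NR-treated replicate 1 of the Alport mice the edgeR count is 784 in males and 33 in females. For the fatty acid oxidation list the difference was 0.09 in males (adjusted p = 0.259, camera) and 0.22 in females (3.31e-05, camera, and 0.536, fry), and for the PPAR pathway list 0.01 (0.982) and 0.06 (0.231). By camera the genotypes differed in other lists. In males, extracellular matrix genes had a difference of −1.13 (1.57e-20, camera, and 0.112, fry), immune cell genes −1.31 (3.61e-20 and 0.112) and endothelial markers −0.61 (1.2e-17 and 0.0274). These lists rose with NR in male controls and not in male Alport mice. In females, cholesterol synthesis (0.35), citric acid cycle (0.11), NRF2 target (0.38), extracellular matrix (−0.43), immune cell (−0.70) and podocyte (0.14) genes passed camera. None of these female lists passed fry (adjusted p = 0.536 for each). The paper compares enriched terms and KEGG graphs of NR-treated control mice with those of NR-treated Alport mice. It also predicts RXR/PPARα activation in NR-treated controls from transcription factor analyses. From the similarity and this prediction, it proposes that NR acts on metabolism through RXR/PPARα.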

We then sought to verify these results with orthogonal biochemical assays, but prior to doing so, we investigated the effects of genetic background and sex.

### The renal transcriptome of Alport mice is similar across genetic backgrounds.

Experimental investigations on Alport syndrome typically use collagen, type IV, alpha 3–null (*Col4a3*-null) mice on the 129 or B6 genetic backgrounds and occasionally F1 hybrids thereof. Alport mice on the 129 background develop kidney disease much more rapidly than their counterparts on the B6 background, and 129.B6F1 hybrids have an intermediate phenotype (34). We performed a meta-analysis to verify that the changes in renal transcriptome we observed in our B6 Alport colony are representative of *Col4a3*-null mice on the other backgrounds.

Previously published RNA-Seq data from male control and Alport mice on the 129 and 129.B6F1 backgrounds were compared with vehicle-treated male control and Alport mice from the current study (B6 background). Principal component analysis demonstrated separation by genotype (PC1, 73.2% of variance). The second-largest principal component accounted for only 3.2% of variance, and it was not associated with genetic background (Supplemental Figure 23A). KEGG pathway analyses showed similar impairments in metabolic processes across all genetic backgrounds and the combined meta-analysis (Supplemental Figure 23, B–E).

These data show that the changes in renal transcriptome in Alport mice are independent of genetic background when compared with their respective controls. These results also suggest, but do not prove, that NR treatment would have a similar mechanism of action in all Alport mice regardless of genetic background.

### Male and female Alport mice have distinct inflammatory and fibrotic responses.

Alport syndrome affects both males and females, but it has not yet been reported if the disease progression differs between the sexes at the molecular level. Of the 6 RNA-Seq datasets from Alport mouse kidneys that are deposited in the NCBI Gene Expression Omnibus (GEO), only 1 is from both sexes (20, 21, 35–39). However, it used a unique outbred model that is the first of its kind (36). To address this gap, we analyzed the subset of 16 vehicle-treated mouse kidneys, 4 from each sex/genotype combination.

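The 16 vehicle-treated mice are the vehicle groups of the same count table, 4 per sex and genotype, and 16152 genes were tested in 1 edgeR fit with sex, genotype and their interaction. The interaction is the Alport effect in females minus that in males, so a negative value is a smaller rise, or a larger fall, in females. As in the methods of the paper, a gene counted when it changed at least 2-fold with an adjusted p under 0.05. The interaction test used in iDEP is not named.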

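With 16960 genes from the 16 vehicle-treated mice, PC1 held 57.0% and PC2 14.3% of the variance. On PC1 the mean position was 50.5 ± 14.0 (SD, n = 8) in Alport mice and −50.5 ± 17.9 (n = 8) in controls, and on PC2 25.1 ± 10.9 in females and −25.1 ± 5.28 in males. For each of the 2 differences the exact permutation test gives p = 0.000155, the smallest value that 8 against 8 mice can give. The share of PC1 was lowest with each gene scaled to unit variance (43.1%).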

Principal component analysis showed that the data were tightly clustered with respect to both genotype (PC1, 57.1% of variance, *P* = 4.66 × 10^–8^) and sex (PC2, 14.3% of variance, *P* = 9.27 × 10^–8^) (Supplemental Figure 24A). 

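The interaction passed in 41 of 16152 genes with the fold limit and in 80 without it (25 positive, 55 negative), and 1910 genes had an unadjusted p under 0.05. Leaving out 1 mouse gives 16 genes (without vehicle-treated female Alport replicate 4) to 58 (without male control replicate 3). The alternative that moved the count most, as a ratio, was a fit of all 32 mice in 8 groups, with 4 genes, while DESeq2 gives 114 and limma-voom 28. In simulated data with known changes, 76.5% of the true interactions were found by the edgeR test. DESeq2 found 91.8% of the simulated changes in a pairwise comparison with 15.9% of its calls false, and edgeR 88.8% with 5.95% false. The interaction test of DESeq2 was not simulated.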

A total of 114 genes were differentially regulated with both sex and disease, as identified by a sex-genotype interaction (Supplemental Figure 24B). 

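Extracellular matrix genes had a median interaction of −0.89 (adjusted p = 1.94e-20, camera, and 0.0535, fry). The interaction was negative in 39 of 39 genes, and 25 genes passed the threshold adjusted over the list alone. The Reactome set of extracellular matrix organization gave −0.26 (9.69e-07, camera, and 0.0306, fry), with 171 of 221 genes negative. Endothelial markers had a median of −0.34 (1.86e-06, camera, and 0.0873, fry), with 22 of 22 negative, and the Reactome set of VEGF signaling −0.09 (0.210, camera, and 0.0279, fry). The median interaction over all genes tested was −0.05. Mean log2 CPM of the matrix list was 3.03 in male and 3.65 in female controls and 5.75 and 5.69 in Alport mice, so that the sexes lay further apart in controls than in Alport mice. Podocyte markers had a median of −0.61 (1.1e-10, camera, and 0.0511, fry).

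**Figure D3:**
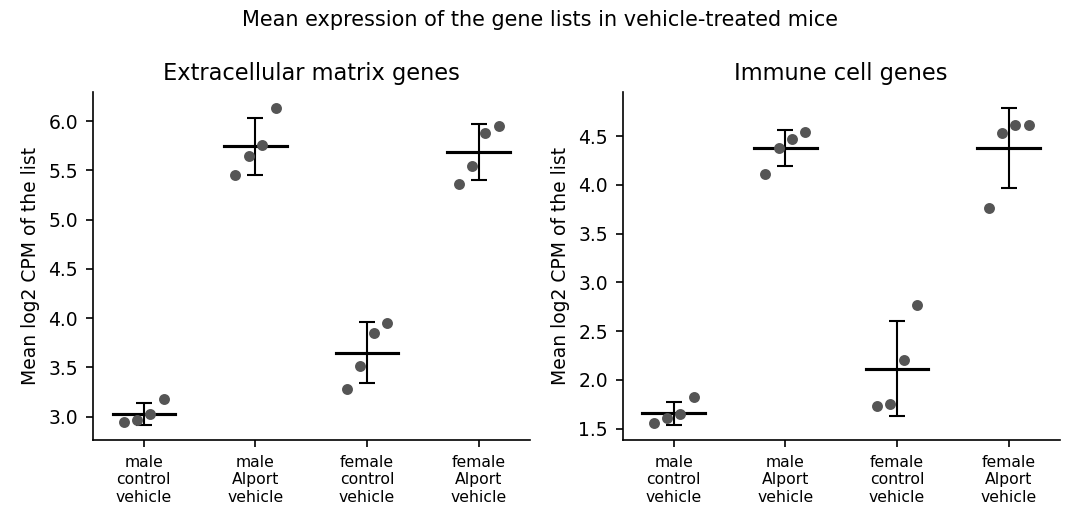
Mean log2 CPM of the extracellular matrix and immune cell lists in each of the 16 vehicle-treated mice, with mean and SD.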

GO enrichment analysis revealed that extracellular matrix and neovascularization processes were comparatively less upregulated in female Alport mice than in male Alport mice when compared with their sex-matched controls (Supplemental Figure 24C). In many cases, genes that were increased in female Alport mice (vs. female control mice), such as the pro-fibrotic and pro-inflammatory genes *C3*, *Col1a2*, *Fgfbp1*, and *Ticam2* (Supplemental Figure 24D), were increased to a greater degree in male Alport mice (vs. male control mice). We refer to this gene set as having a negative sex-genotype interaction because the increase in Alport mice compared with control mice is smaller (or even decreased, not increased) in female mice compared with male mice. 

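*C3* rose in Alport mice by a log2FC of 5.86 in males and 4.77 in females (interaction −1.12 ± 0.28, SE, adjusted p = 0.0871), *Col1a2* by 4.07 and 2.96 (−1.14 ± 0.25, 0.0597), *Fgfbp1* by 2.29 and 0.91 (−1.42 ± 0.30, 0.0405) and *Ticam2* by 3.12 and 1.08 (−2.08 ± 0.62, 0.165). Only *Fgfbp1* passed the interaction threshold. With DESeq2 all 4 genes pass (*C3* 0.0120, *Col1a2* 0.00337, *Fgfbp1* 0.00254, *Ticam2* 0.0149), and without female control replicate 2 *Col1a2* passes (0.0311). The call of *Fgfbp1* holds in 3 of the 16 fits that each leave out 1 mouse, where its adjusted p is 0.0343–0.0956. Levels in males went from 22.9 ± 2.26 CPM (SD, n = 4) to 1256 ± 80.2 for *C3*, 22.4 ± 2.87 to 355 ± 69.9 for *Col1a2*, 1.57 ± 0.353 to 7.30 ± 1.27 for *Fgfbp1* and 0.287 ± 0.228 to 2.34 ± 0.350 for *Ticam2*, and in females from 68.7 ± 17.9 to 1834 ± 558, 40.7 ± 7.93 to 308 ± 71.7, 3.66 ± 1.09 to 6.72 ± 1.01 and 0.865 ± 0.245 to 1.78 ± 0.551. Each of the 4 was higher in female than in male controls, and *C3* reached its highest level in female Alport mice. *Ticam2* had 0–11 counts in male controls, so its fold change in males is close to the limit of what the depth can show.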

An additional 70 genes had a negative sex-genotype interaction (Supplemental Figure 25A), while 40 genes had a positive sex-genotype interaction (Supplemental Figure 25B). 

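Of the 41 interaction genes, 23 were negative and 18 positive. *Fgfbp1* is 1 of the negative genes, which leaves 22 besides the 4 genes named in the paper. The share of negative genes, 56.1%, is 44.4% with size factors of the relative log expression (RLE) method (20 positive, 16 negative). The genes with the smallest adjusted p were *Slc7a13* (2.53 ± 0.27, SE, adjusted p = 0.000251), *Ugt2b37* (3.65, 0.00113) and *Frzb* (2.07, 0.00392) among the positive and *Abcc3* (−3.49, 0.00192), *Gbp3* (−1.55, 0.00543) and *Steap3* (−1.22, 0.00543) among the negative genes. *Slc7a13* fell in male Alport mice (−1.91) and rose in females (0.66), and *Abcc3* rose in males (2.85) and not in females (−0.60, adjusted p = 0.0931).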

To further parse out a potential role of sex as a biological variable, pathway analysis using a modified gene set enrichment analysis algorithm was performed on the entire dataset as previously described (40, 41), not just the subset of genes with a significant sex-genotype interaction. This also identified inflammation-related pathways as differentially regulated with both sex and disease (Supplemental Figure 26). Despite these transcriptional differences, there were no differences between the sexes in histological markers of fibrosis or inflammation (Supplemental Figure 3).

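Immune cell genes had a median interaction of −0.67 (adjusted p = 3.61e-06, camera, and 0.254, fry), with 35 of 36 genes negative. The Reactome set of the innate immune system gave −0.08 (0.567, camera, and 0.0279, fry), with a median of −0.05 over all genes tested. Mean log2 CPM of the immune cell list was 1.66 in male and 2.11 in female controls and 4.38 in Alport mice of either sex. NRF2 targets had a median of −0.29 (3.63e-05, camera, and 0.0535, fry), having changed with disease by 0.01 in males and −0.22 in females.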

In summary, these data support moderate differential regulation of fibrosis- and inflammation-related pathways between the sexes at the transcriptional level in this mouse model of Alport syndrome. Importantly, neither analysis identified a sex-genotype interaction in metabolism-related pathways, our primary area of interest in this study. Therefore, we chose to study only male mice for all remaining biochemical assays because they seemed to have a more severe phenotype at the transcriptional level. However, the sexes were pooled for the snRNA-Seq experiment because of the outsized benefit these data could have for the scientific community.

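The interaction of fatty acid oxidation genes had a median of −0.00 (adjusted p = 0.450, camera, and 0.967, fry), that of PPAR pathway genes −0.07 (0.934, camera), and the Reactome metabolism set gave −0.04 (0.799). The medians of the other metabolic lists were −0.02 for the citric acid cycle, −0.14 for cholesterol synthesis and −0.03 for NAD+ synthesis. The median of the fatty acid oxidation list is −0.11 without vehicle-treated female Alport replicate 2 and 0.14 without vehicle-treated male Alport replicate 4, with the smallest camera adjusted p at 0.0300. Proximal tubule markers (0.01), loop of Henle and collecting duct markers (−0.05) and adipocyte markers (−0.05) did not differ. The paper takes the interaction genes and the pathway analysis of all genes as a difference between the sexes in fibrosis and inflammation, states that none was seen in metabolism, and goes on with male mice because their phenotype seemed more severe in the RNA data.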

### NAD^+^ supplementation restores kidney mitochondrial FAO.

Once we validated the absence of a sex-genotype interaction in metabolism-related pathways, we then returned to investigating the effects of NR treatment. Mitochondrial dysfunction is a well-accepted mechanism seen in models of CKD, including in a mouse model of Alport syndrome (21). In addition, enhancing de novo NAD^+^ synthesis has been shown to improve mitochondrial FAO (42). We therefore hypothesized that mitochondrial FAO would be impaired in Alport mice and restored by NR treatment. To test this, we immunoblotted for key proteins in the mitochondrial FAO pathway: PGC-1α, CPT1α, and MCAD.

PGC-1α is a coactivator that regulates PPARα function, and both CPT1α (*Cpt1a*) and MCAD (*Acadm*) are PPARα target genes (6, 43, 44). Consistent with the observed effects of NR in both control and Alport mice on RNA-Seq, PGC-1α levels were increased with NR treatment in both genotypes (Figure 6, A and B), and this serves as a good positive control for the effects of NR.

CPT1α and MCAD are both integral to mitochondrial FAO, and defects in either protein can cause severe clinical diseases (45). CPT1α controls fatty acyl-CoA transport into the mitochondria, and it is the rate-limiting step of long-chain FAO and medium-chain FAO of 9 or more carbons in length (46). In our samples, CPT1α was reduced in Alport mice, and it was restored with NR treatment (Figure 6, C and E). Medium-chain fatty acids, at least those up to 8 carbons in length, can enter the mitochondria independent of CPT1α and then are converted to fatty acyl-CoAs once inside (46). However, regardless of how they enter the mitochondria, MCAD catalyzes the first step in mitochondrial FAO of all lengths of medium chain acyl-CoAs (45). In our samples, MCAD was also reduced in Alport mice (vs. control mice) and restored by NR treatment (Figure 6, D and F).

These changes in the key enzymes regulating both medium- and long-chain FAO are robust orthogonal data that validate the transcriptomic changes seen on RNA-Seq. They further demonstrate that Alport mice have impaired fatty acid utilization and that NR protects the kidney by activating renal metabolism.

### NAD^+^ supplementation restores the canonical functions of the proximal tubule, prevents immune cell infiltration, and reduces myofibroblast appearance.

The data presented thus far strongly establish that NR protects the kidney via activating renal cortical transcription of metabolic genes, and this is associated with corresponding improvements in renal expression of mitochondrial FAO proteins. However, they provide little insight into the molecular changes occurring within individual cells. To investigate the cell type–specific effects of NR treatment in Alport syndrome, as well as to show unambiguously that NR stimulates metabolism in the proximal tubules, we performed snRNA-Seq on our samples.

Nuclei from control and Alport mice, both with and without NR treatment, were extracted, sequenced with snRNA-Seq, and merged to create an atlas of 30 cell type clusters (Figure 7A). Clusters were defined by known marker gene expression, and most cell types were represented across all 4 conditions (Supplemental Figure 27). However, the proportion of cell type distribution varied across conditions (Figure 7B). Podocytes and reference proximal tubule cells were more represented in control mice, whereas adaptive proximal tubule and injured proximal tubule had greater representation in Alport mice. Vehicle-treated Alport mice had enrichment of characteristic injury pathways in both the proximal tubule (Supplemental Figure 28) and podocytes (Supplemental Figure 29) as compared with vehicle-treated control mice. These pathways included fatty acid degradation, PPAR signaling, cell adhesion, and immune signaling.

The injury phenotypes of the proximal tubule cell and podocyte in Alport mice shared properties. In the NR-treated proximal tubule, we found transcriptomic evidence supporting restoration of several vital cellular functions: translation (ribosome), metabolism, endocrine function, fatty acid degradation, and PPAR signaling (Figure 7, C and D). In the podocyte, the enriched pathways of NR treatment also included PPAR signaling and fatty acid degradation, though fewer genes were differentially expressed because of the smaller sample size (Supplemental Figure 30).

We next sought to understand the cell type–specific and spatially anchored gene expression changes of *Cpt1a* and *Acadm* (MCAD) (Figure 8). *Cpt1a* and *Acadm* expression by snRNA-Seq was significantly increased in the proximal tubule S1 and S2 cells of Alport mice after NR treatment (Figure 8A). ST profiling supported the observed effects seen in the snRNA-Seq atlas. ST revealed that expression of *Cpt1a*, the rate-limiting step for mitochondrial long-chain FAO, was reduced in Alport mice and restored with NR treatment (Figure 8B and Supplemental Figure 31A). We assessed the spatial distribution of *Cpt1a* expression across all spots (pseudobulk) and in functional tissue units of glomeruli, the cortical tubulointerstitium (sans glomeruli), and the medullary outer stripe. These functional tissue units were selected by a combination of histologic assessment and marker gene expression with *Wt1* for glomeruli, *Slc34a1* for cortical tubulointerstitium, and *Slc3a1* for outer stripe (Supplemental Figure 32). *Cpt1a* expression was significantly upregulated in the pseudobulk, cortex, and outer stripe in Alport mice after NR treatment (Figure 8C). Similarly, *Acadm* expression was reduced in the Alport condition, and this reduction was mitigated with NR treatment (Figure 8, D and E, and Supplemental Figure 31B). The expression of *Cpt1a* and *Acadm* in glomeruli of Alport mice treated with NR trended toward an increase, though the number of glomerular spots was small. *Tfam* expression was not differentially expressed in the proximal tubule S1 or S2 cells of the snRNA-Seq dataset (Figure 8A and Supplemental Figure 31C). We assessed differential gene expression in the cortex of the ST samples (Figure 8F) and found similar pathways were enriched (Figure 8G) to those observed in the snRNA-Seq dataset, including the PPAR signaling pathway and fatty acid degradation.

Within the snRNA-Seq atlas, the proportions of myofibroblasts, macrophages, T lymphocytes, and B lymphocytes were all increased in Alport mice and reduced with NR treatment (Figure 7B). Using ST, these cell types were localized to the tissue with a label transfer method (Supplemental Figure 33). NR treatment led to reduced immune cell infiltration and stromal cell appearance in Alport mice.

Taken together, these data suggest that NR treatment restores the canonical functions of the proximal tubule, restores expression of *Cpt1a* and *Acadm*, reduces immune cell infiltration, and reduces myofibroblast appearance and fibrosis.

## Discussion

Herein, we have comprehensively shown that NR protects the kidney in a mouse model of Alport syndrome. In addition, we report several other noteworthy contributions. We believe we are the first to report single-cell (nuclei) and spatial transcriptomic data from the Alport model. We believe we are also the first to report sex differences in the bulk renal transcriptome of Alport mice. Finally, at both the bulk and single-cell (nuclei) levels, we report that NR-mediated renal activation of metabolism occurs in healthy control mice and diseased Alport mice. The similarity in response between both control and Alport mice strongly suggests that normalization of renal metabolism is responsible for the nephroprotective effect of NAD^+^ supplementation in CKD, a key mechanistic insight.

In our experiments, we identified that activation of renal metabolism in the proximal tubule via the NAD^+^/PGC-1α/PPARα/FAO axis is an important mechanism contributing to the nephroprotective effects of NAD^+^ supplementation in CKD. Our study builds upon prior research on the protective PPARα/FAO axis in Alport mice by identifying the importance of the NAD^+^/PGC-1α axis upstream of it (21). However, perhaps more importantly, we showed that activation of renal metabolism is, at least in part, the direct result of NAD^+^ supplementation — it is not just secondary to the prevention of kidney disease. The highly similar transcriptional responses of control and Alport mice to NAD^+^ supplementation allows us to make this key mechanistic insight, and it underscores the importance of also investigating the effects of drugs in the absence of disease. Nevertheless, although our results show that NAD^+^ supplementation activates renal metabolism and protects against CKD, they do not definitively demonstrate the role of NAD^+^ depletion in the pathogenesis of CKD. For that, further study using genetic knockout models would be needed.

Sex as a biological variable has been, and continues to be, a neglected area of research. It has been reported that male and female *Col4a3*^tm1Dec^ mice on the 129/SvJ background have similar severities of kidney disease (47). We note that this is unusual because male mice are generally more susceptible to kidney disease than female mice (48). Even though the current study was not designed as a comprehensive comparison between the sexes, we still identified moderate sex-specific differential regulation of fibrosis- and inflammation-related pathways at the transcriptional level, albeit not at the histological level. Our gene set represents a starting point that may assist in developing hypotheses to investigate a potential phenotypic sex difference in this mouse model of Alport syndrome.

Modern transcriptomic approaches, such as snRNA-Seq and ST, provide unparalleled insights into the molecular mechanisms of disease, and there is a focused effort to develop atlases with single-cell resolution (49). Because snRNA-Seq is still relatively new, datasets are not yet available for many disease models, especially rare diseases such as Alport syndrome. We believe our snRNA-Seq and ST datasets are the first of their kind from a model of Alport syndrome. In addition, we also report the first characterization to our knowledge of how NAD^+^ supplementation affects the kidney at the single-cell level in states of both health and disease. Our snRNA-Seq dataset is further differentiated by the inclusion of both sexes and the simultaneous assay for transposase-accessible chromatin, known as snATAC-Seq. However, a full comparison between the sexes, as well as integration of the multiome data, is beyond the scope of the current publication.

Although it has been known that exogenous NAD^+^ supplementation protects from CKD (11–16), the cell types that contribute to this benefit were not rigorously investigated. Models of AKI displayed the strongest and most consistent therapeutic benefit of NAD^+^ supplementation, implying the proximal tubules as a likely location. However, the data from models of CKD were less clear, and several studies suggested a potential role for podocytes (13, 50). Our data demonstrate the prominent role of the proximal tubule in NAD^+^-mediated protection from CKD. However, one limitation of our data was the relatively lower sample size of podocytes compared with proximal tubular epithelial cells in both the snRNA-Seq and ST datasets — a challenge common to many single-cell studies. While the effects of NAD^+^ supplementation were clear in the proximal tubule, whether NAD^+^ supplementation holds a direct effect on podocytes in Alport syndrome remains an outstanding question. The snRNA-Seq and ST data both suggest a trend toward restored *Cpt1a* and *Acadm* expression in most cell types and functional tissue units.

In summary, NAD^+^ supplementation protects the kidney in a mouse model of Alport syndrome. Mechanistically, NR activates renal metabolism by restoring the NAD^+^/PGC-1α/PPARα/FAO axis within the proximal tubules. Future directions include determining if NAD^+^ supplementation exerts similar effects on other cell types within the kidney and using genetic knockout models to definitively demonstrate the role of tubular NAD^+^ depletion in this model of CKD.

## Methods

### Sex as a biological variable.

All experiments were conducted in both sexes until we established a solid rationale for studying only a single sex. This rationale is comprehensively addressed in the Results.

### Animal models.

*Col4a3*^tm1Dec^ mice on the C57BL/6J background slowly develop kidney disease, and they were obtained as a gift from Sanofi (51, 52). Col4a3^–/–^ was the disease genotype, and Col4a3^+/–^ was the control genotype. Genotyping was performed by Transnetyx using reverse transcription quantitative PCR.

For all studies, mice were housed at ambient temperature with a 12-hour light/12-hour dark cycle and free access to food and water. Litter-to-litter variation was controlled by balancing treatment groups across litters. NR (CAS No. 1341-23-7) was obtained from ChromaDex through participation in its External Research Program. Heparinized plasma and organs were collected upon euthanasia with carbon dioxide.

### NAD^+^ quantification in control and Alport mice.

Control and Alport mice were maintained on a grain-based chow (catalog 3005740-220, LabDiet) and euthanized at 25 weeks old.

### NAD^+^ supplementation experiment in control and Alport mice.

Control and Alport mice were maintained on a grain-based chow until 10 weeks old. They were then switched to a purified control diet alone (catalog TD.130352, Envigo) or admixed with NR (0.5% w/w, catalog TD.190868, Envigo) for the remainder of the study. Administration of this dose of NR to mice via the diet has been reported previously (15). Photoplethysmography, echocardiography, and 24-hour urine collection were performed at 24–25 weeks old. Mice were euthanized at 25 weeks old.

### Replication of NAD^+^ supplementation experiment in Alport mice.

Control and Alport mice were maintained on a grain-based chow. NR was administered in the drinking water (5 g/L) to half of the mice, starting at 6 weeks of age. NR water was replaced twice per week. NR is stable in water dispensers for at least 6 days, and it does not affect water intake (53). Twenty-four–hour urine collection was performed at 24–25 weeks old, and mice were euthanized at 35 weeks old.

### In vivo measurements.

Urine was collected from mice by housing them in metabolic cages. Mice were habituated to the cages for 1 day prior to urine collection. Echocardiography (Vevo 3100, VisualSonics) was performed by an experienced preclinical ultrasound technician as previously described (54) and in accordance with recent guidelines (55). Blood pressure was measured by tail photoplethysmography (Model BP-2000-M-6, Visitech Systems). Habituation cycles were performed for the 2 days prior to collection of the blood pressure data.

### Biochemical assays.

NAD^+^ was quantified in a midtransverse kidney piece (catalog E2ND-100, BioAssay Systems). Urine albumin (catalog 1011, Ethos Biosciences) and plasma creatinine (catalog DICT-500, BioAssay Systems) were determined according to the manufacturers’ instructions. Expression of proteins of interest was quantified from a midtransverse kidney piece by immunoblotting and normalized to total protein using Ponceau S as previously described (22). The primary antibodies used for immunoblotting were CPT1α (catalog ab128568, Abcam), fibronectin (catalog F3648, MilliporeSigma), KIM-1 (catalog AF1817, R&D Systems, Bio-Techne), MCAD (catalog sc-49046, Santa Cruz Biotechnology), and PGC-1α (catalog AB3242, MilliporeSigma). The secondary antibodies were anti-rabbit (catalog A16110, Invitrogen), anti-goat (catalog sc-2768, Santa Cruz Biotechnology), and light chain–specific anti-mouse (catalog AP200P, MilliporeSigma).

### Histopathology and immunohistochemistry.

Tissues were drop-fixed in 10% neutral buffered formalin for 24 hours at 4°C, dehydrated with an ethanol-xylene gradient, and embedded in paraffin. FFPE tissues were sectioned (3 μm) onto glass slides using a microtome. PSR staining was performed (catalog SO-674, Rowley Biochemical), and polarized images were analyzed by thresholding in ImageJ (Fiji) (56). Renal cortical tubulointerstitial fibrosis was quantified using unpolarized PSR images after excluding glomerular, vascular, and medullary contributions in QuPath (57). PSR data are presented as the percentage of pixels that stained positive. Immunohistochemistry for p57^kip2^ (catalog ab75975, Abcam) followed by periodic acid–Schiff (catalog 22-110-645, Thermo Fisher Scientific) poststaining without hematoxylin counterstaining was performed and analyzed as previously described (26). Mesangial index was quantified using QuPath (57). Immunohistochemistry for CD45 (catalog 65087-1-Ig, Proteintech) was performed as previously described (22). Polarized images were acquired with an IX83 Inverted Microscope (Olympus Scientific Solutions). Unpolarized brightfield images were acquired with an Aperio GT 450 (Leica Microsystems) and a NanoZoomer (Hamamatsu Photonics).

### Analysis of previously published RNA-Seq datasets.

RNA-Seq data from previously published RNA-Seq experiments were downloaded from the NCBI Sequence Read Archive (SRA) (58). Accession numbers SRR1611815, SRR1611816, SRR1611817, SRR1611818, SRR1611819, SRR1611820, and SRR1611821 correspond to 3 male control and 4 male Alport kidneys, respectively, on the 129X1/SvJ background, at 5.5 weeks of age (21). Accession numbers SRR1611806, SRR1611807, SRR1611808, SRR1611809, SRR1611810, and SRR1611811 correspond to 3 male control and 3 male Alport kidneys, respectively, on the 129X1/SvJ background, at 9 weeks of age (21). Accession numbers SRR15102716, SRR15102717, SRR15102718, SRR15102719, SRR15102720, SRR15102721, SRR15102722, SRR15102723, SRR15102724, SRR15102725, and SRR15102726 correspond to 5 male control and 6 male Alport kidneys, respectively, on an F1 mixed 129/SvJ and C57BL/6J background, at 15 weeks of age (20). Sequencing files were aligned and processed with BioJupies, a Web server that automatically analyzes RNA-Seq datasets and generates Jupyter Notebooks (59). GO enrichment analyses and KEGG pathway analyses obtained from BioJupies were plotted in GraphPad Prism (31, 32).

### Bulk RNA-Seq and data analyses.

Bulk RNA-Seq was performed on isolated kidney cortex from 25-week-old *Col4a3*^tm1Dec^ mice on the C57BL/6J background. All 8 combinations of experimental groups were investigated: male vs. female, control vs. Alport, and vehicle vs. NR (*N* = 4 mice per group, 32 mice total). Total RNA was extracted with spin columns (catalog 74104, QIAGEN), and RNA-Seq using the poly(A) selection method was performed by GENEWIZ. Sequencing files were aligned, processes, and analyzed with BioJupies (59). GO enrichment analyses, KEGG pathway analyses, and transcription factor enrichment analyses (31–33) on the top 500 upregulated and downregulated genes were downloaded from BioJupies and further processed to identify statistically significant changes occurring in a priori–defined comparisons, as described in the Results.

Genes contributing to pathways that were reduced in Alport mice and restored by NR treatment were visualized by plotting KEGG graphs of the top 500 downregulated genes in vehicle-treated Alport mice (compared with vehicle-treated control mice) and the top 500 upregulated genes in NR-treated Alport mice (compared with vehicle-treated Alport mice) (Supplemental Table 8). Genes contributing to pathways activated by NR treatment were visualized by plotting KEGG graphs of the top 500 upregulated genes in NR-treated control mice (compared with vehicle-treated control mice) and the top 500 upregulated genes in NR-treated Alport mice (compared with vehicle-treated Alport mice) (Supplemental Table 9). KEGG graphs were rendered by Pathview Web (60, 61). Each gene contributed only once, and genes (primarily pseudogenes) that did not convert to the Ensembl namespace with gConvert were not plotted (62).

A separate analysis was performed to investigate a potential sex-genotype interaction. The subset of 16 vehicle-treated mice, 4 from each sex/genotype combination, were compared in a 2-by-2 factorial design using iDEP, a web application for analyzing previously aligned RNA-Seq data (40). Differential gene expression between the sexes, the genotypes, and the interaction term was calculated. Genes with both at least a 2-fold change in expression and an FDR-adjusted *P* value less than 0.05 were deemed statistically significant. All principal component analyses were performed using iDEP and plotted with GraphPad Prism (40).

A separate analysis was performed to investigate a potential effect of mouse genetic background. The subset of 8 vehicle-treated male mice, 4 from each genotype, were compared with control and Alport mice on the 129 and mixed B6/129 backgrounds. A meta-analysis was performed using ExpressAnalyst as previously described (63, 64). Briefly, raw read counts were filtered, log_2_-normalized, and batch-corrected. *P* values from genes with FDR-adjusted *P* values less than 0.05 in at least 1 study were combined using Fisher’s method. KEGG pathway analyses were performed on genes with at least a 2-fold change in expression and an FDR-adjusted *P* value less than 0.05 (65).

### snRNA-Seq.

snRNA-Seq and simultaneous snATAC-Seq were performed on kidneys from 25-week-old *Col4a3*^tm1Dec^ mice on the C57BL/6J background. All 8 combinations of experimental groups were investigated: male vs. female, control vs. Alport, and vehicle vs. NR (*N* = 1 mouse per group, 8 mice total). Male and female nuclei of the same genotype/treatment combination were pooled, and only the pooled snRNA-Seq data are presented here.

For snRNA-Seq, 49,488 nuclei were isolated from kidney cryosections and processed using the Chromium Next GEM Single Cell Multiome ATAC + Gene Expression (v1.0) kit as previously described (66). The RNA and ATAC libraries were sequenced separately on an Illumina NovaSeq 6000 system (v.1.7.0 and v.1.7.5). For RNA analysis, cell barcodes passing the following quality control filters were used for downstream analyses: (a) passed 10x Genomics Cell Ranger Arc (RNA) filters, (b) nCount_RNA showing greater than 1,000 and fewer than 25,000 in nonmitochondrial genes detected, and (c) cells with percentage of mitochondrial transcripts greater than 25% were removed. RNA counts were normalized using sctransform, and the clustering was done with 0.5 resolution. This integration was performed using Seurat (v.5.0.0). Cluster annotations were based on published gene markers (67) and converted by BioMart (v.2.56.1) to the mouse homologous genes. The differential expressed genes are identified by RunPresto with logFC threshold = 0, Wilcox test, and corrected by Bonferroni from package SeuratWrappers (v.0.3.2). The pathway analyses were performed by pathfindR (v.2.3.0.9001) (68). The mmu_STRING database to identify relevant networks of protein interactions and mmu_KEGG database to contextualize these networks within known biological pathways are enriched.

### ST.

ST was performed on kidneys from 25-week-old *Col4a3*^tm1Dec^ mice on the C57BL/6J background. All 4 combinations of male experimental groups were investigated: control versus Alport and vehicle versus NR (*N* = 1 male mouse per group, 4 mice total). The same tissue blocks were used for both snRNA-Seq/snATAC-Seq and ST.

Murine kidney tissues were embedded in O.C.T. compound (catalog 23-730-571, Thermo Fisher Scientific) immediately after euthanasia. Samples were processed according to the Visium Spatial Gene Expression protocol (10x Genomics, CG000240 protocol) (69). One sample from each condition underwent cryosectioning to yield a section of 10 μm thickness. The sections were stained with periodic acid–Schiff and imaged using a Keyence BZ-X810 microscope, equipped with a Nikon 10× CFI Plan Fluor objective lens. The brightfield images were compiled and matched with Visium fiducials to create comprehensive mosaics. The mRNA from the tissue sections was extracted following a 12-minute permeabilization period. This mRNA then adhered to oligonucleotides at the fiducial spots and was subsequently reverse-transcribed. In the subsequent stages of library creation and sequencing, the mRNA was converted into second-strand cDNA. This was followed by denaturation, amplification of the cDNA, and purification using SPRIselect cDNA cleanup (Visium CG000239 protocol). Finally, the cDNA sequencing was performed using an Illumina NovaSeq 6000 system. For spatial analysis, Space Ranger (v2.0.0) with the reference mouse genome (mm10-2020-A) was used to perform expression analysis, mapping, counting, and clustering. Labels were transferred from snRNA-Seq to ST to spatially localize the cell types based on gene expression profiles using Seurat (v.5.0.0) onto 8,748 spots.

In ST samples, spots with positive expression of *Nphs2* and *Wt1* were annotated as glomeruli. Conversely, spots were annotated as cortical proximal tubule when positive expression of *Slc34a1* was observed without expression of *Nphs2* and *Wt1*. The outer stripe of the medulla was selected by the presence of *Slc3a1* expression above *Slc34a1* expression and without *Nphs2* or *Wt1* expression. Each spot could be assigned to only a single functional tissue unit. An investigator confirmed annotations of each spot using histology or excluded spots if the histology was inconsistent with the marker gene expression. A pseudobulk comparison was made across all spots in the sample. Differential expression between the Alport NR and Alport Vehicle spots for each annotation was evaluated with a Mann-Whitney test. Pathway enrichment was performed with pathfinder (31608109) using STRING network and KEGG pathways. For *Cpt1a* and *Acadm*, spots were classified as nonzero if expression was higher than 0 or 0 if no expression was detected. An odds ratio with 95% confidence interval was used to assess the likelihood of nonzero spots localizing to each region.

### Statistics.

One-way ANOVA was performed with GraphPad Prism. For ANOVA post hoc tests, the decision to compare only the following groups was made a priori: (a) control + vehicle vs. control + NR, (b) control + vehicle vs. Alport + vehicle, (c) Alport + vehicle vs. Alport + NR, and (d) control + vehicle vs. Alport + NR. *P* < 0.05 was considered statistically significant.

### Study approval.

Animal studies were approved by the Institutional Animal Care and Use Committee of Georgetown University and adhered to standards set by the Public Health Service Policy on Humane Care and Use of Laboratory Animals (National Institutes of Health, 2024).

### Data availability.

The values for data points in graphs are reported in the Supporting Data Values. The raw data from the bulk RNA-Seq, snRNA-Seq, and ST experiments have been deposited in NCBI’s SRA (58) and are accessible through SRA BioProject accession number PRJNA1088395. The processed transcriptomic data discussed in this publication have been deposited in NCBI’s GEO (70) and are accessible through GEO Series accession numbers GSE261869, GSE261871, and GSE261872.

## Author contributions

BAJ and ML conceived the study. BAJ and ML developed methodology. BAJ, DLG, RMF, BAS, and MTE developed software. BAJ, DLG, BAS, and ML performed validation. BAJ, DLG, ET, JP, RMF, and MTE performed formal analysis. BAJ, AS, YHC, KK, and XY performed investigation. BAJ, SJ, MTE, and ML provided resources. BAJ, DLG, RMF, and MTE curated data. BAJ, DLG, and MTE wrote the original draft. BAJ, DLG, KM, AS, YHC, ET, JP, KK, RMF, XY, BAS, KCA, TY, XXW, AZR, SJ, MTE, and ML reviewed and edited the manuscript. BAJ and DLG performed visualization. ML supervised and administered the project. BAJ, SJ, MTE, and ML acquired funding.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental table 4

Supplemental table 5

Supplemental table 6

Supplemental table 7

Supplemental table 8

Supplemental table 9

Supporting data values

## Figures and Tables

**Figure 1:**
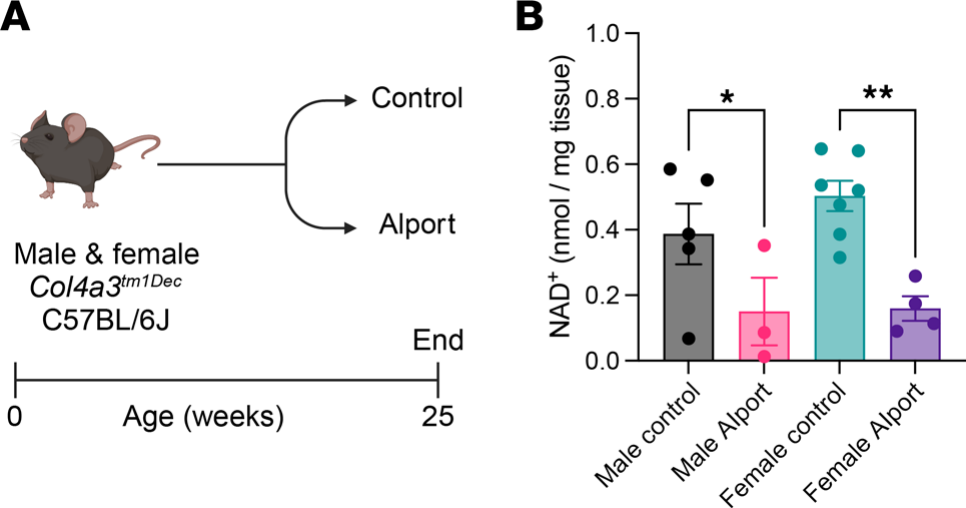
Kidney NAD^+^ is reduced in Alport mice. (**A**) Experimental design: Control and Alport mice of both sexes were sacrificed at 25 weeks of age. (**B**) Alport mice had lower levels of kidney NAD^+^ than control mice. Significance was determined by 1-way ANOVA with the Holm-Šídák correction for multiple comparisons. *P < 0.05, **P < 0.01. Data are expressed as the means ± SEM, and each datum represents 1 mouse.

**Figure 2:**
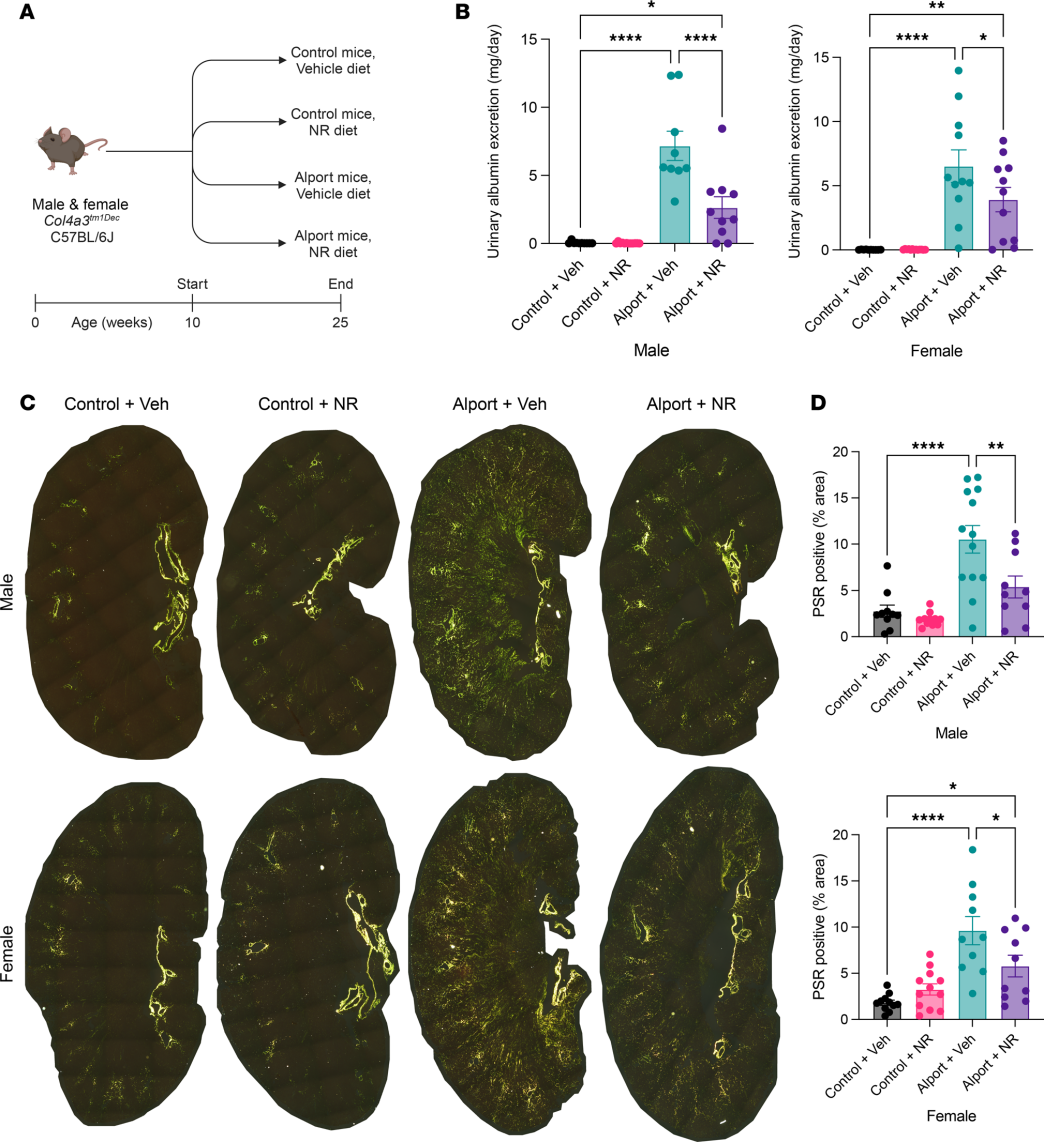
NAD^+^ supplementation protects the kidney in Alport mice. (**A**) Experimental design: Control and Alport mice of both sexes were treated with or without NR between 10 weeks and 25 weeks of age. (**B**) NR treatment reduced 24-hour urinary albumin excretion in Alport mice of both sexes. (**C**) Representative images of PSR-stained kidneys acquired with polarized light. Yellow-green-orange birefringence is highly specific for fibrosis. (**D**) Quantification of PSR-stained kidneys shows that NR treatment reduced renal fibrosis in both sexes. Significance was determined by 1-way ANOVA with the Holm-Šídák correction for multiple comparisons. Data are expressed as the means ± SEM, and each datum represents 1 mouse. *P < 0.05, **P < 0.01, ****P < 0.0001. NAD^+^, nicotinamide adenine dinucleotide; NR, nicotinamide riboside; PSR, Picrosirius red; Veh, vehicle.

**Figure 3:**
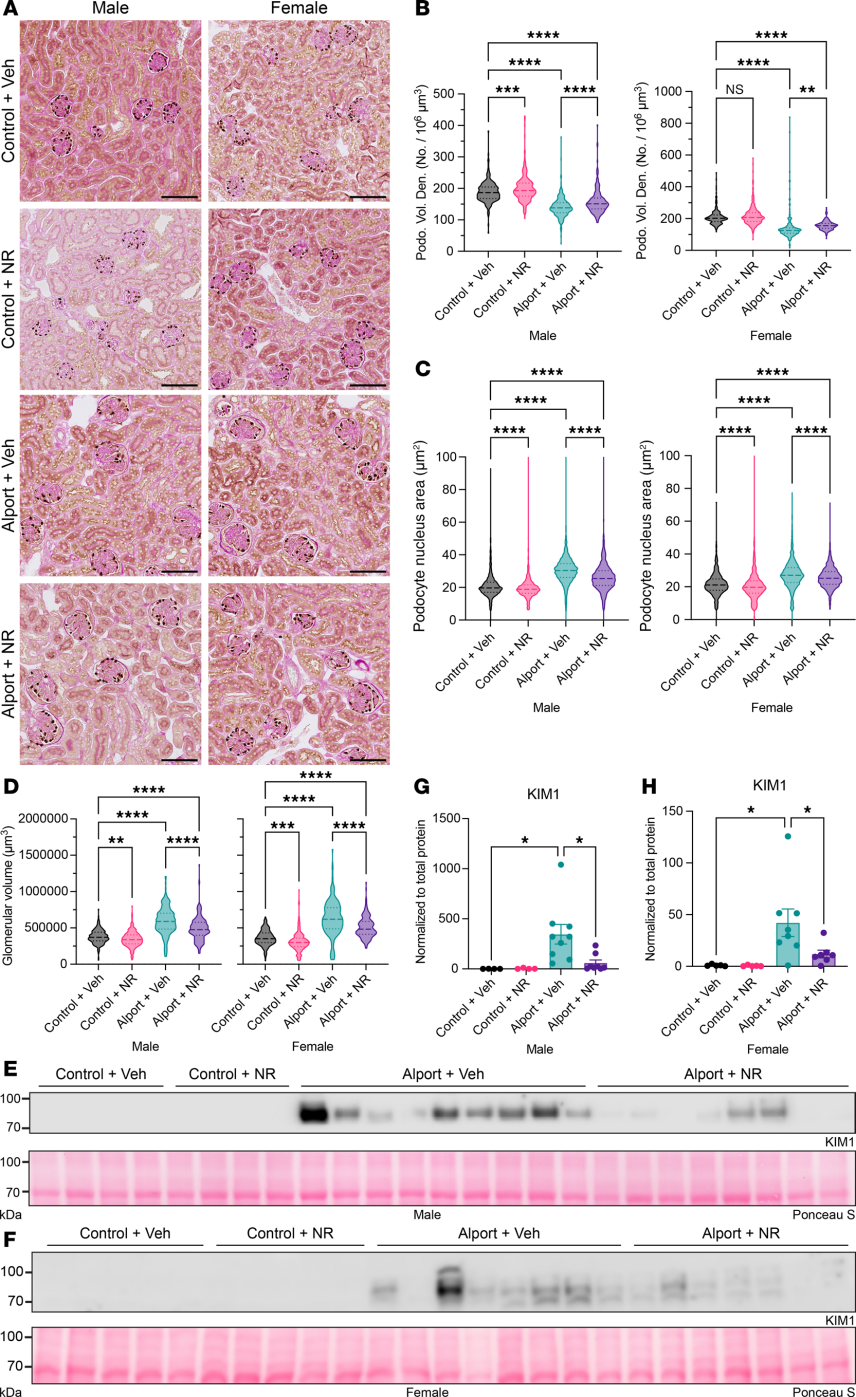
NAD^+^ supplementation prevents both glomerular and tubular injury in Alport mice. (**A**) Representative images of immunohistochemistry for p57^kip2^, followed by periodic acid–Schiff poststaining without hematoxylin counterstaining. Podocyte nuclei are stained brown. (**B**–**D**) Quantification of p57^kip2^ immunostaining with PodoCount, a validated algorithm to analyze p57^kip2^-stained whole-slide images. Podocyte volumetric density (**B**) was reduced in Alport mice and restored by NR treatment in both sexes. Alport mice had podocyte nuclear hypertrophy (**C**) and glomerular hypertrophy (**D**) that was reduced by NR treatment in both sexes. (**E** and **F**) Immunoblots for KIM-1, a tubular injury marker, in male (**E**) and female (**F**) kidney homogenate. Ponceau S, a nonspecific protein stain, was used as a loading control. (**G** and **H**) Quantification of immunoblots (**E** and **F**) shows that KIM-1 is increased in Alport mice and reduced by NR treatment in male (**G**) and female (**H**) mice. Scale bars represent 100 μm. Significance was determined by 1-way ANOVA with the Holm-Šídák correction for multiple comparisons. Data are expressed as the means ± SEM. Each datum represents 1 glomerulus (**B**–**D**) or 1 mouse (**G** and **H**). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. KIM-1, kidney injury molecule-1; NAD^+^, nicotinamide adenine dinucleotide; No., number; NR, nicotinamide riboside; Podo. Vol. Den., podocyte volumetric density; PSR, Picrosirius red; Veh, vehicle.

**Figure 4:**
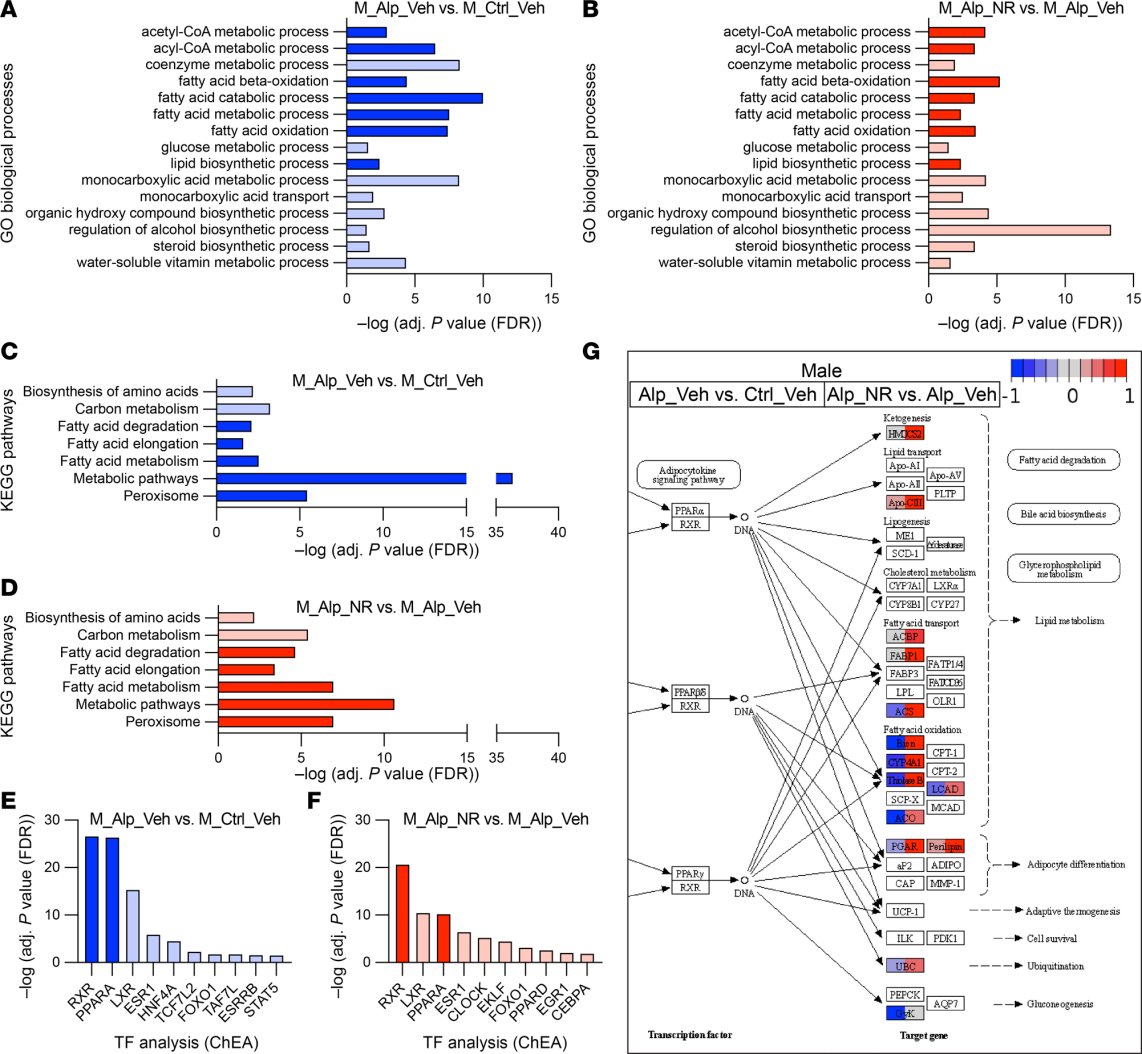
NAD^+^ supplementation activates renal metabolism in male Alport mice. Bulk kidney cortex RNA-Seq data from control and Alport mice, treated with or without NR, were analyzed (*N* = 4 mice per group). (**A** and **B**) GO biological processes that are both (**A**) reduced in vehicle-treated male Alport mice (vs. vehicle-treated male control mice) and (**B**) increased in NR-treated male Alport mice (vs. vehicle-treated male Alport mice) are shown. (**C** and **D**) KEGG pathways that are both (**C**) reduced in vehicle-treated male Alport mice (vs. vehicle-treated male control mice) and (**D**) increased in NR-treated male Alport mice (vs. vehicle-treated male Alport mice) are shown. (**E** and **F**) Transcription factor analyses suggest that the RXR/PPARα gene regulatory network is (**E**) inhibited in vehicle-treated male Alport mice (vs. vehicle-treated male control mice) and (**F**) activated in NR-treated male Alport mice (vs. vehicle-treated male Alport mice). Processes (**A** and **B**), pathways (**C** and **D**), and transcription factors (**E** and **F**) that are directly involved in fatty acid metabolism are highly enriched in all comparisons, emphasized by either dark blue (decreased) or dark red (increased). (**G**) Partial KEGG graph for the PPAR signaling pathway (KEGG Entry No. 03320). The left and right sides of each gene box represent data from vehicle-treated male Alport mice (vs. vehicle-treated male control mice) and NR-treated male Alport mice (vs. vehicle-treated male Alport mice), respectively. The subpathway that was the most restored by NR treatment was FAO. Alp, Alport; ChEA, ChIP Enrichment Analysis; Ctrl, control; FAO, fatty acid oxidation; GO, gene ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes; M, male; NAD^+^, nicotinamide adenine dinucleotide; NR, nicotinamide riboside; RXR, retinoid X receptor; TF, transcription factor; Veh, vehicle.

**Figure 5:**
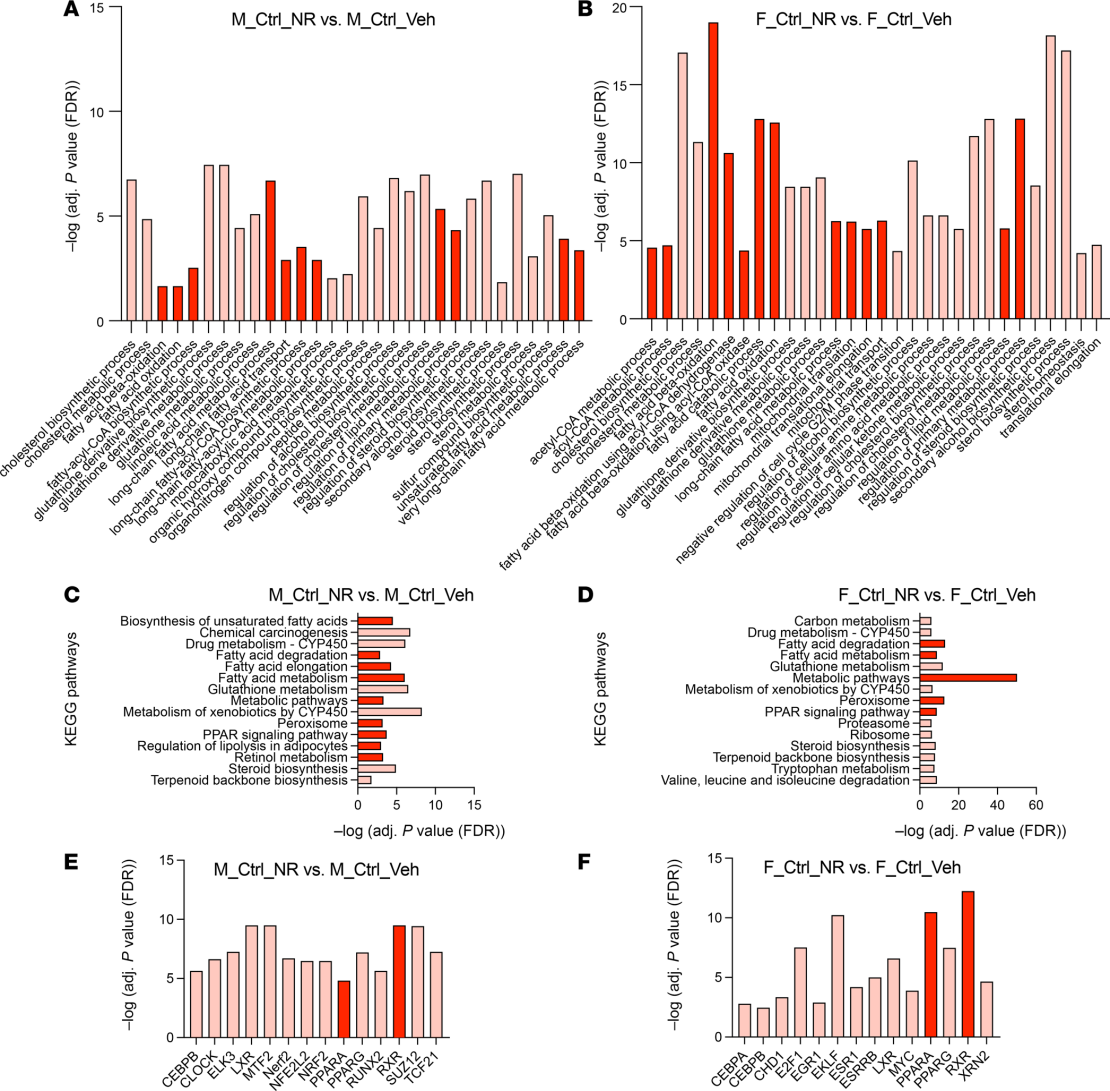
NAD^+^ supplementation activates renal metabolism in control mice, not just in Alport mice. Bulk kidney cortex RNA-Seq data from control and Alport mice, treated with or without NR, were analyzed (*N* = 4 mice per group). GO biological processes and KEGG pathways that were simultaneously upregulated in both NR-treated control mice (vs. vehicle-treated control mice) and NR-treated Alport mice (vs. vehicle-treated Alport mice) were identified. (**A** and **B**) GO biological processes that were increased in NR-treated control mice (vs. vehicle-treated control mice) in males (**A**) and females (**B**). (**C** and **D**) KEGG pathways that were increased in NR-treated control mice (vs. vehicle-treated control mice) in males (**C**) and females (**D**). These data (**A**–**D**) are presented adjacent to the corresponding sex-matched comparisons from NR-treated Alport mice (vs. vehicle-treated Alport mice) in Supplemental Figures 15 and 16. (**E** and **F**) Transcription factor analyses suggest that the RXR/PPARα gene regulatory network is activated in NR-treated control mice (vs. vehicle-treated control mice) in both males (**E**) and females (**F**). Ctrl, control; F, female; GO, gene ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes; M, male; NAD^+^, nicotinamide adenine dinucleotide; NR, nicotinamide riboside; RXR, retinoid X receptor; Veh, vehicle.

**Figure 6:**
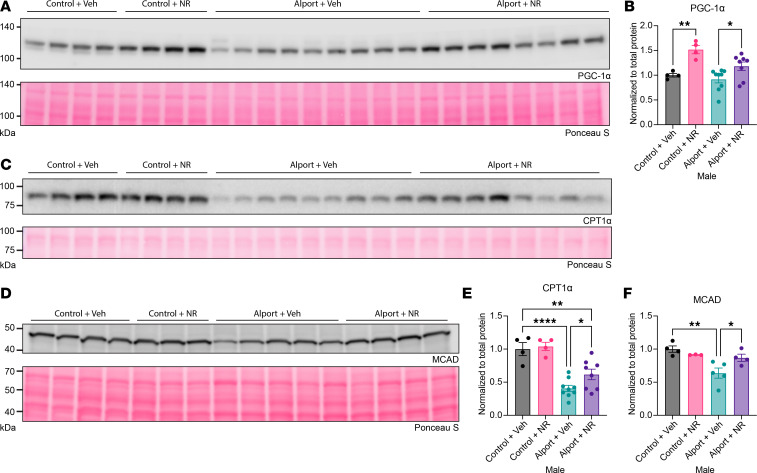
NAD^+^ supplementation activates renal fatty acid metabolism. (**A** and **B**) NR treatment increased kidney PGC-1α in both control and Alport mice. (**C**–**F**) Kidney CPT1α (**C** and **E**) and MCAD (**D** and **F**), key players in mitochondrial FAO, were reduced in Alport mice and restored by NR treatment. Ponceau S, a nonspecific protein stain, was used as a loading control. Significance was determined by 1-way ANOVA with the Holm-Šídák correction for multiple comparisons. Data are expressed as the means ± SEM. Each datum represents 1 mouse. *P < 0.05, **P < 0.01, ****P < 0.0001. CPT1α, carnitine palmitoyltransferase 1-α; FAO, fatty acid oxidation; MCAD, medium-chain acyl-coenzyme A dehydrogenase; NAD^+^, nicotinamide adenine dinucleotide; NR, nicotinamide riboside; PGC-1α, PPARγ coactivator 1-α; Veh, vehicle.

**Figure 7:**
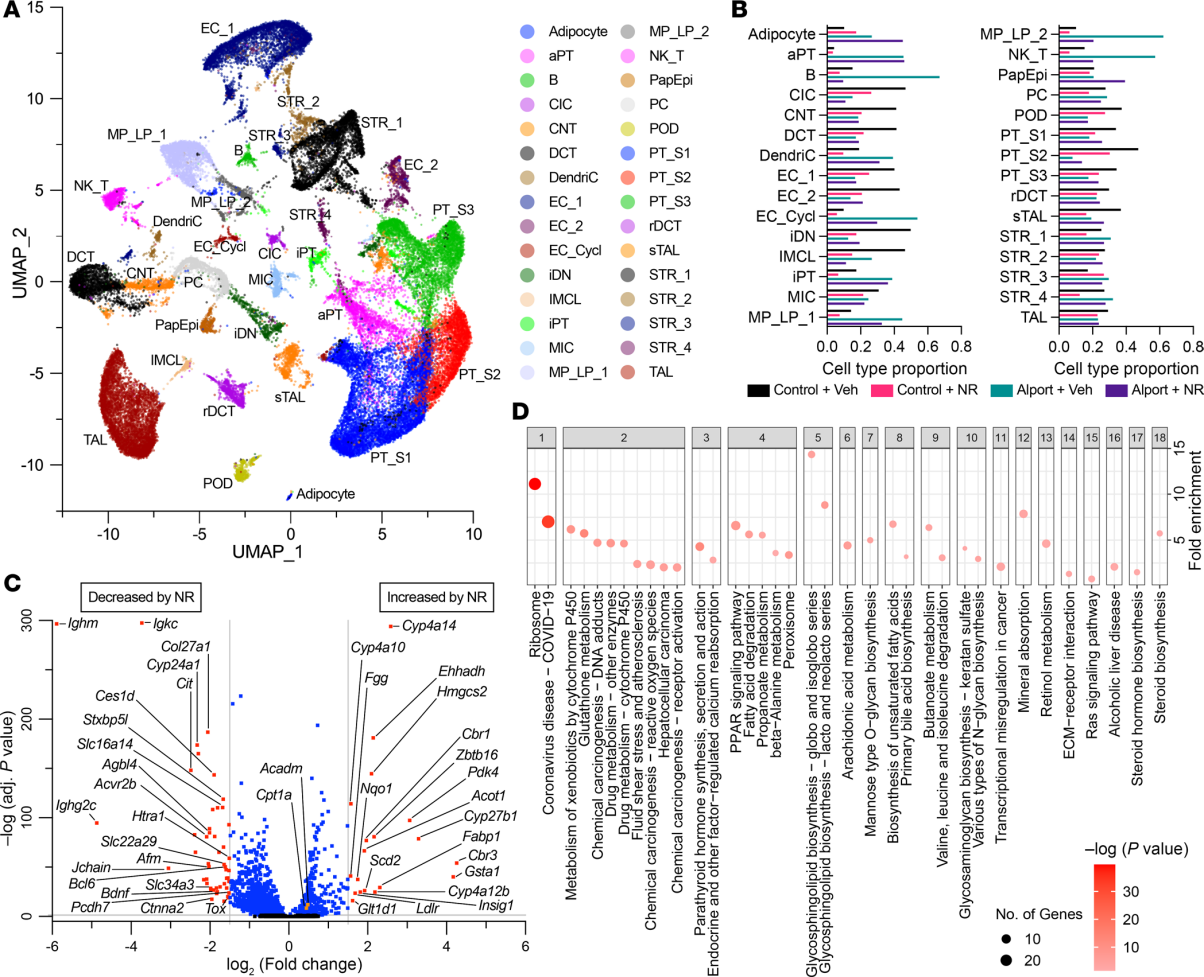
snRNA-Seq of control and Alport mice, with and without NAD^+^ supplementation. (**A**) The snRNA-Seq reduction by UMAP of 49,488 nuclei in 30 clusters. (**B**) Proportion of nuclei per cluster by condition. Myofibroblasts and immune cells were upregulated in Alport mice. The effect was mitigated by NR treatment. (**C**) Differentially expressed genes in proximal tubule cells (PT_S1/S2) of NR-treated Alport mice (vs. vehicle-treated Alport mice). Mice treated with NR had reduced expression of immune signaling transcripts and increased expression of metabolism-related genes (e.g., *Acot1*, *Ehhadh*, and *Insig1*). (**D**) Enriched pathways between NR-treated Alport mice and vehicle-treated Alport mice in the proximal tubule cell. NR treatment significantly impacted translation (ribosome), metabolism, endocrine function, and PPAR signaling in the proximal tubule cell. Ctrl, control; NAD^+^, nicotinamide adenine dinucleotide; NR, nicotinamide riboside; UMAP, uniform manifold approximation and projection; Veh, vehicle. aPT, adaptive proximal tubules; B, B cell; CIC, cortical intercalated cells; CNT, connecting tubule; DCT, distal convoluted tubule; DendriC, dendritic cell; EC_1, endothelial cells 1; EC_2, endothelial cells 2; EC_Cycl, endothelial cells cycling; iDN, injury distal nephron; IMCL, intramedullary collecting cells; iPT, injury proximal tubules; MIC, medullary intercalated cells; MP_LP_1, macrophage or lymphocyte cells 1; MP_LP_2, macrophage or lymphocyte cells 2; NK_T, natural killer or T cell; PapEpi, papillary epithelial cells; PC, principal cell; POD, podocyte; PT_S1, proximal tubules segment 1; PT_S2, proximal tubules segment 2 cells; PT_S3, proximal tubules segment 3 cells 1; rDCT, regenerative distal convoluted tubule; sTAL, stressed thick ascending limb; STR_1, stromal cell 1; STR_2, stromal cell 2; STR_3, stromal cell 3; STR_4, stromal cell 4; TAL, thick ascending limb.

**Figure 8:**
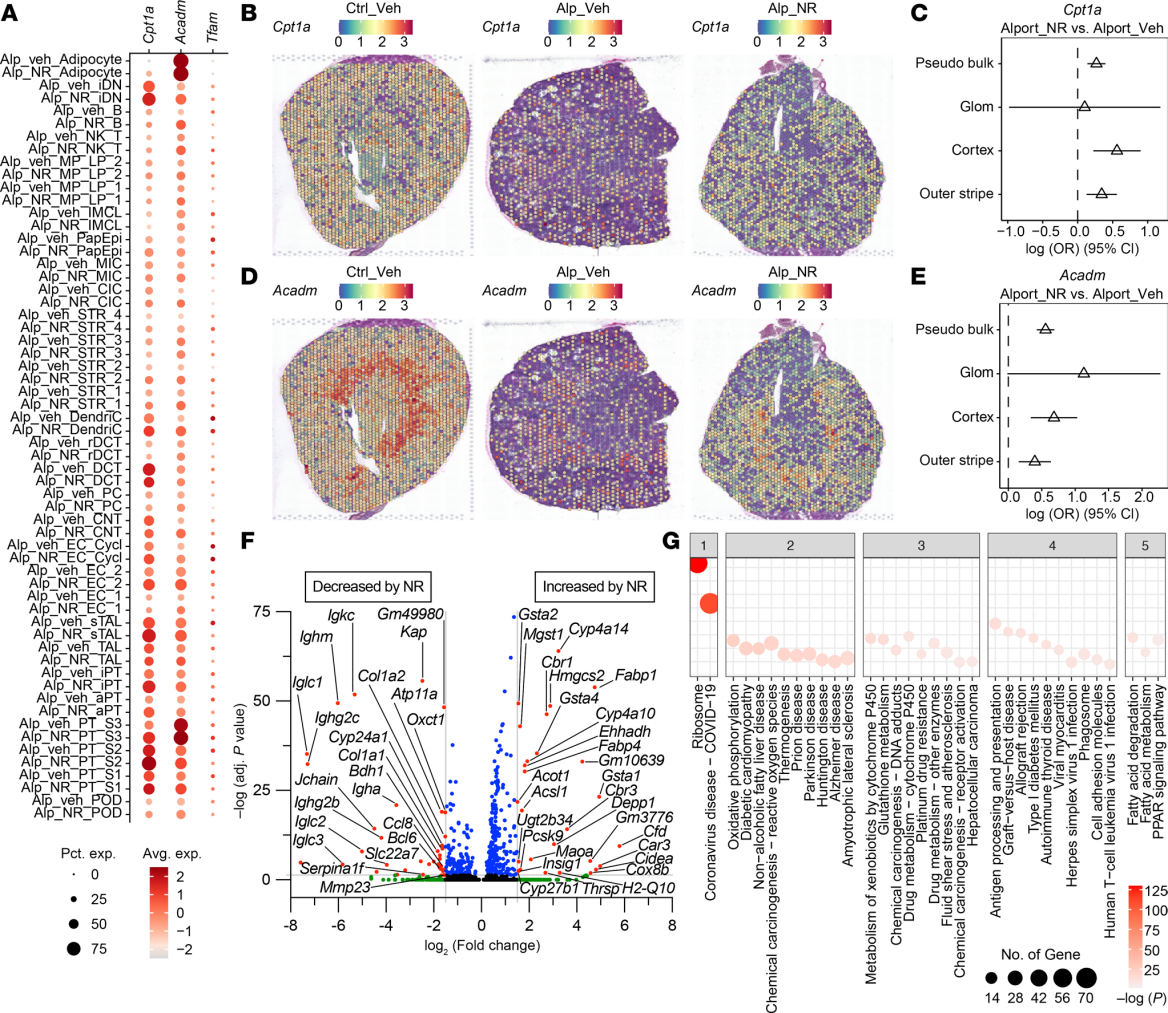
Spatial localization of *Cpt1a* and *Acadm*. (**A**) Expression of mitochondrial transcription factor A (*Tfam*), carnitine palmitoyltransferase 1-α (*Cpt1a*), and medium-chain acyl-coenzyme A dehydrogenase (MCAD; *Acadm*) in cell types and conditions by snRNA-Seq. (**B**) Visium spatial transcriptomics was performed on vehicle-treated male control mice (left), vehicle-treated male Alport mice (center), and NR-treated male Alport mice (right). *Cpt1a* expression is depicted. (**C**) *Cpt1a* expression was restored with NR treatment. (**D** and **E**) Expression of *Acadm* was reduced in Alport mice and restored after NR treatment. (**F**) Differentially expressed genes within the cortical tubulointerstitium in NR-treated Alport mice (vs. vehicle-treated Alport mice). (**G**) Pathway enrichment in the cortical tubulointerstitium in NR-treated Alport mice (vs. vehicle-treated Alport mice). Avg., average; CI, confidence interval; Cortex, cortical tubulointerstitium; Ctrl, control; Glom, glomerulus; NAD^+^, nicotinamide adenine dinucleotide; NR, nicotinamide riboside; OR, odds ratio with 95% CI; Pct., percentage; Veh, vehicle. aPT, adaptive proximal tubules; B, B cell; CIC, cortical intercalated cells; CNT, connecting tubule; DCT, distal convoluted tubule; DendriC, dendritic cell; EC_1, endothelial cells 1; EC_2, endothelial cells 2; EC_Cycl, endothelial cells cycling; iDN, injury distal nephron; IMCL, intramedullary collecting cells; iPT, injury proximal tubules; MIC, medullary intercalated cells; MP_LP_1, macrophage or lymphocyte cells 1; MP_LP_2, macrophage or lymphocyte cells 2; NK_T, natural killer or T cell; PapEpi, papillary epithelial cells; PC, principal cell; POD, podocyte; PT_S1, proximal tubules segment 1; PT_S2, proximal tubules segment 2 cells; PT_S3, proximal tubules segment 3 cells 1; rDCT, regenerative distal convoluted tubule; sTAL, stressed thick ascending limb; STR_1, stromal cell 1; STR_2, stromal cell 2; STR_3, stromal cell 3; STR_4, stromal cell 4; TAL, thick ascending limb.

# Supplementary material for: NAD+ prevents chronic kidney disease by activating renal tubular metabolism
**Source:** JCI Insight. 2025 Mar 10;10(5):e181443. doi: 10.1172/jci.insight.181443

# **NAD<sup>+</sup> prevents chronic kidney disease by activating renal tubular metabolism**

## **Unedited Blot and Gel Images**

### Table of Contents

|                                                      |          |
|------------------------------------------------------|----------|
| <i>Immunoblot and Ponceau S for Figure 3E .....</i>  | <i>2</i> |
| <i>Immunoblot and Ponceau S for Figure 3F.....</i>   | <i>3</i> |
| <i>Immunoblot and Ponceau S for Figure 6A .....</i>  | <i>4</i> |
| <i>Immunoblot and Ponceau S for Figure 6C .....</i>  | <i>5</i> |
| <i>Immunoblot and Ponceau S for Figure 6D .....</i>  | <i>6</i> |
| <i>Immunoblot and Ponceau S for Figure S4A .....</i> | <i>7</i> |
| <i>Immunoblot and Ponceau S for Figure S4B .....</i> | <i>8</i> |

**Immunoblot and Ponceau S for Figure 3E**

Kidney Injury Molecule-1 (KIM-1)

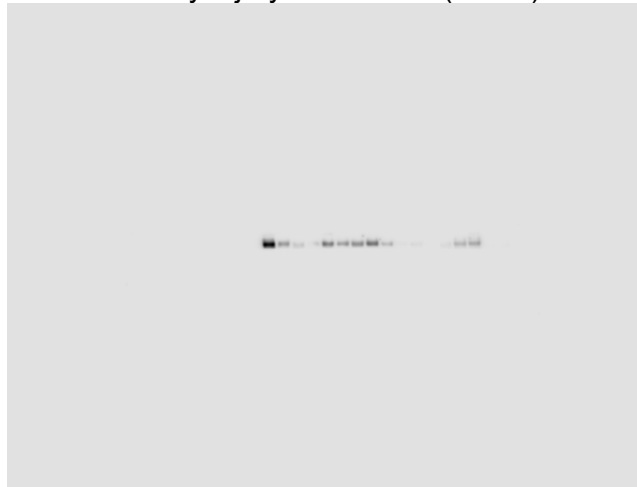

Total Protein

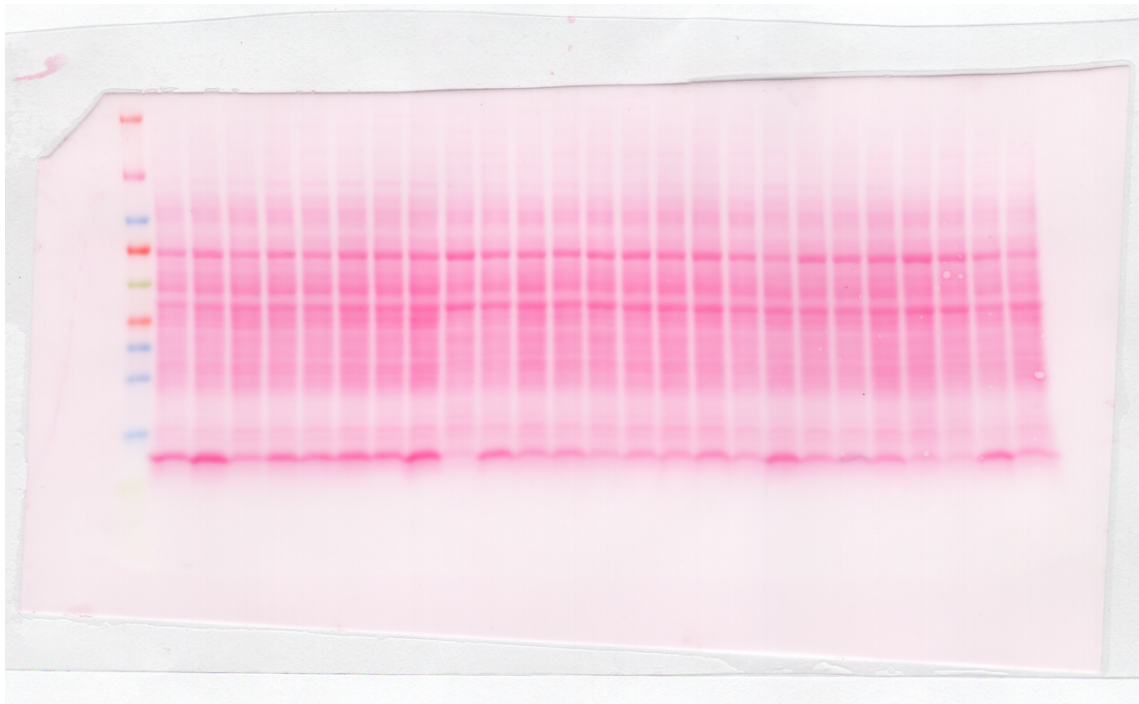

**Immunoblot and Ponceau S for Figure 3F**

Kidney Injury Molecule-1 (KIM-1)

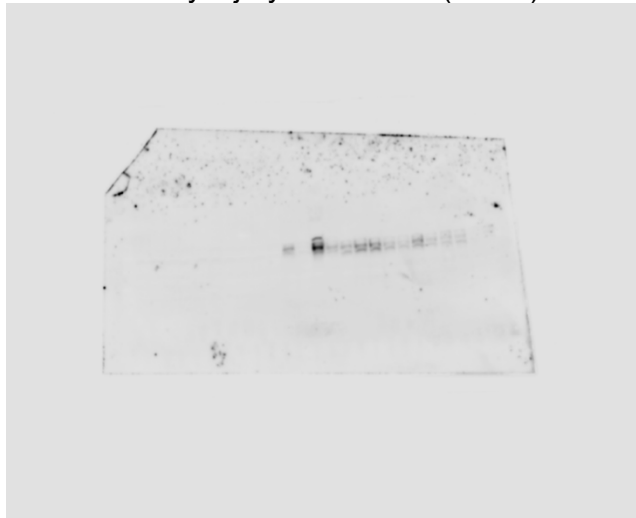

Total Protein

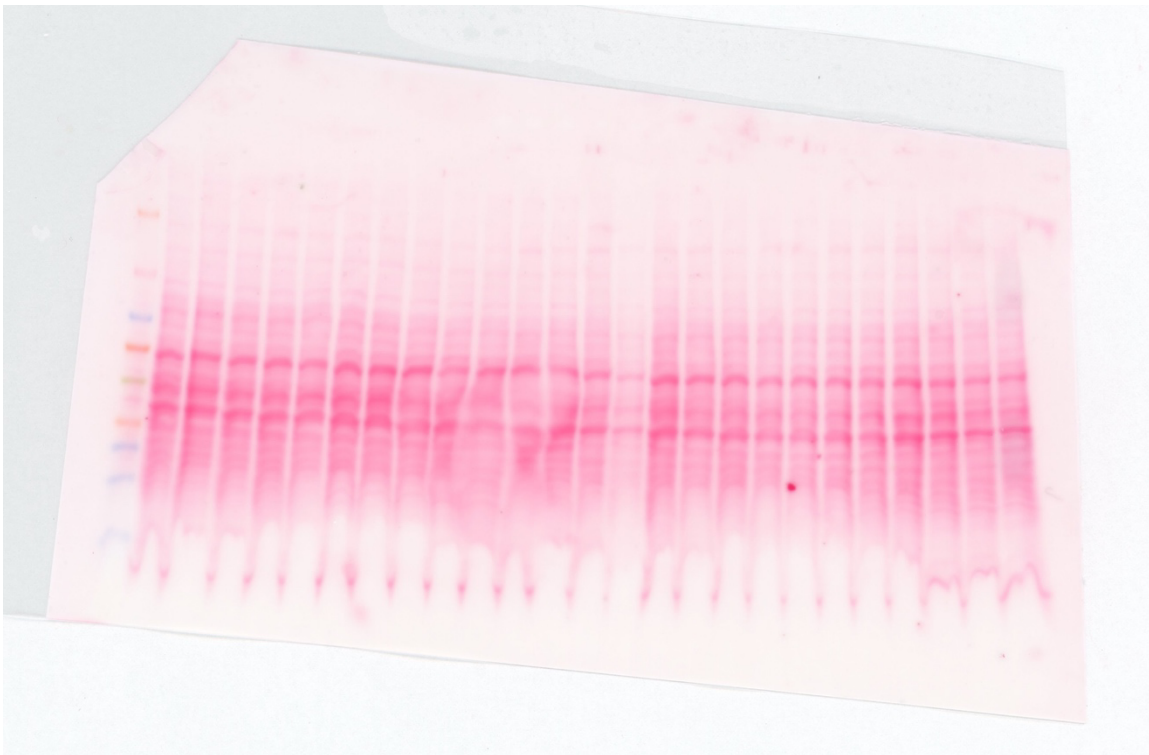

**Immunoblot and Ponceau S for Figure 6A**

Peroxisome proliferator-activated receptor gamma coactivator 1 alpha (PGC-1 $\alpha$ )

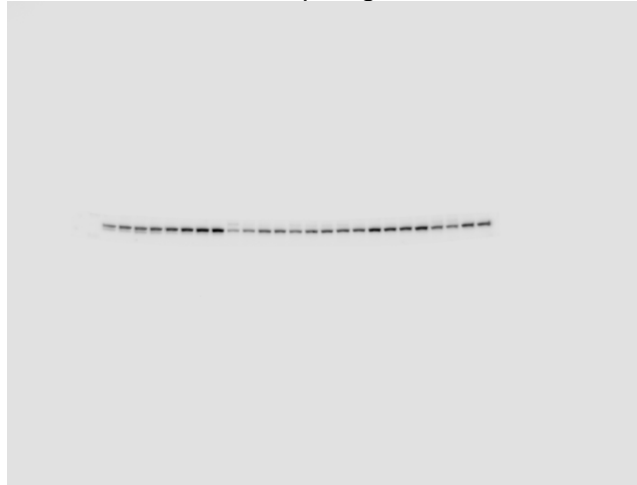

Total Protein

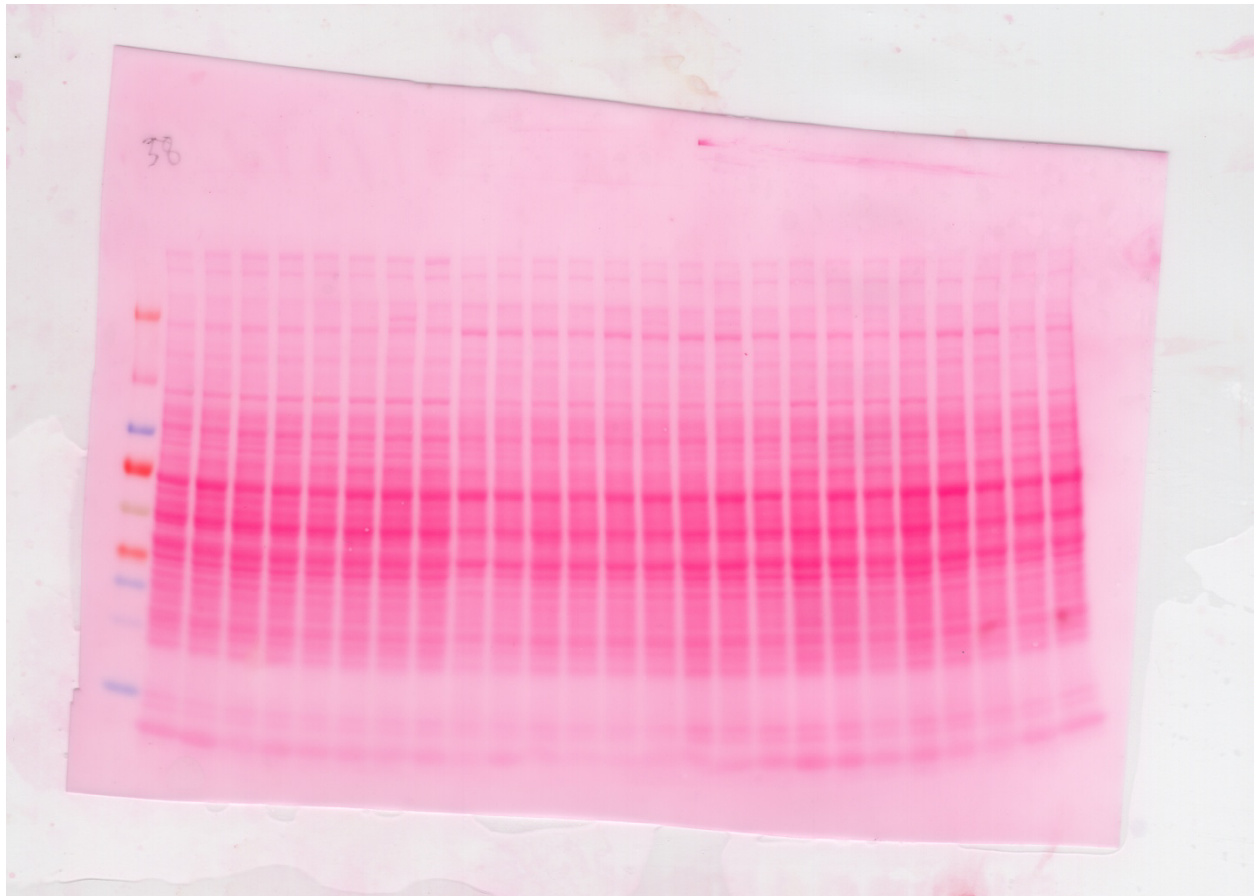

This immunoblot was horizontally cut prior to incubation with the primary antibodies for fibronectin (**Fig. S4A**) and PGC-1 $\alpha$  (**Fig. 6A**). Therefore, data from those blots were normalized to the same Ponceau S image, presented above and on page 7.

**Immunoblot and Ponceau S for Figure 6C**

Carnitine palmitoyltransferase 1 alpha (CPT1 $\alpha$ )

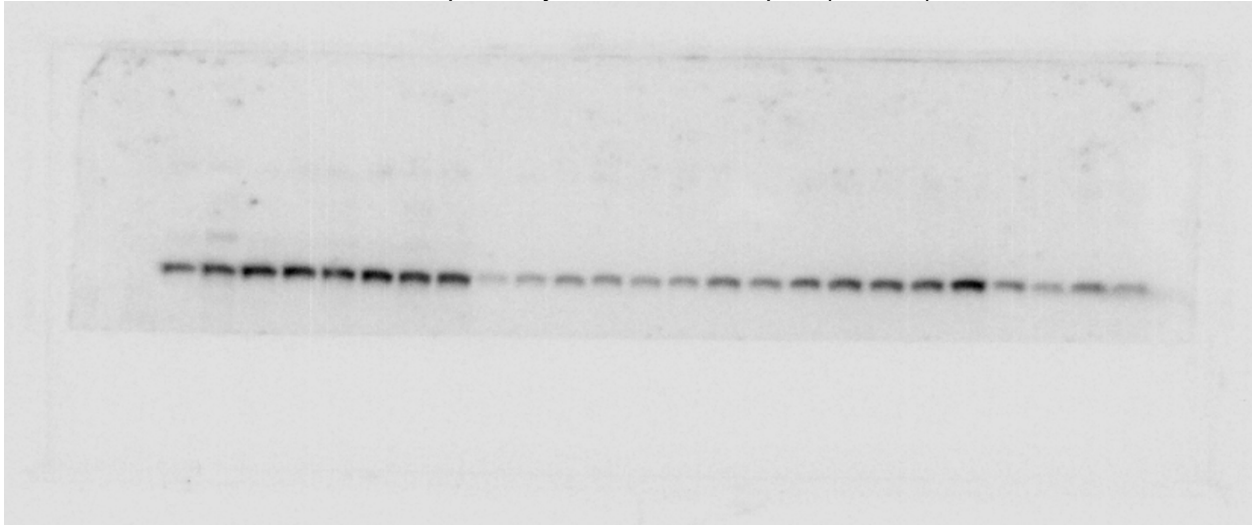

Total Protein

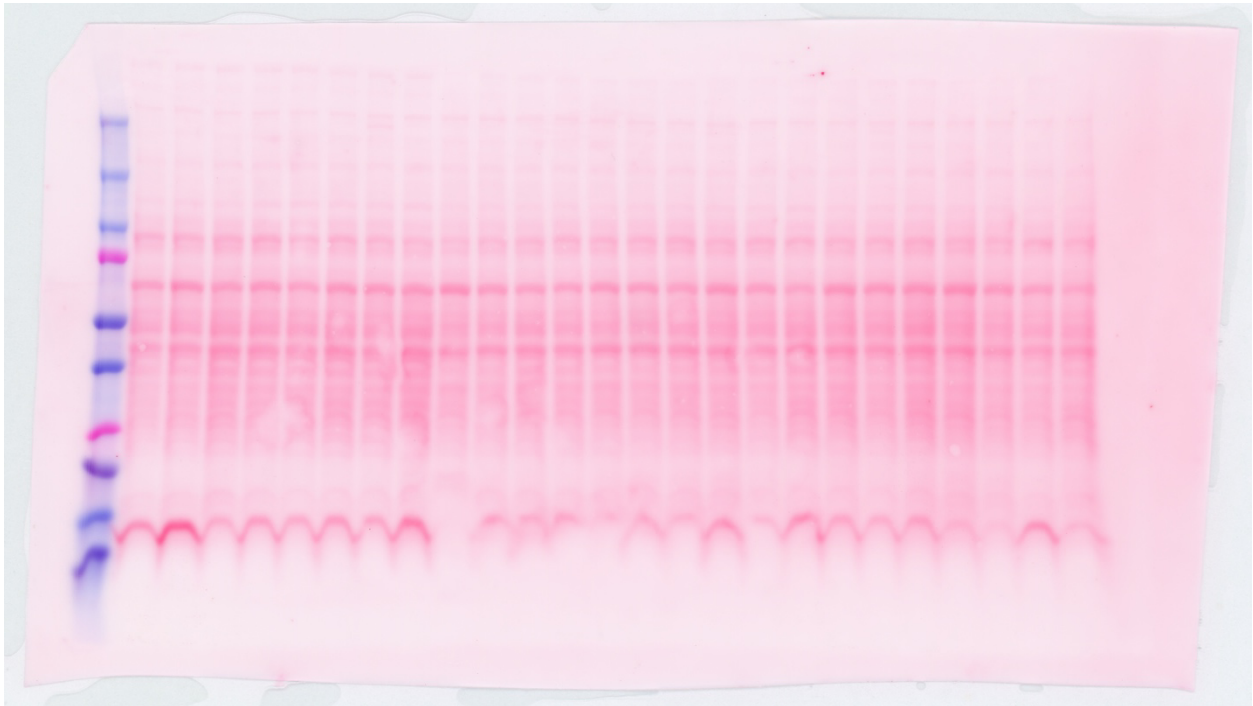

**Immunoblot and Ponceau S for Figure 6D**

Medium-chain acyl-coenzyme A dehydrogenase (MCAD)

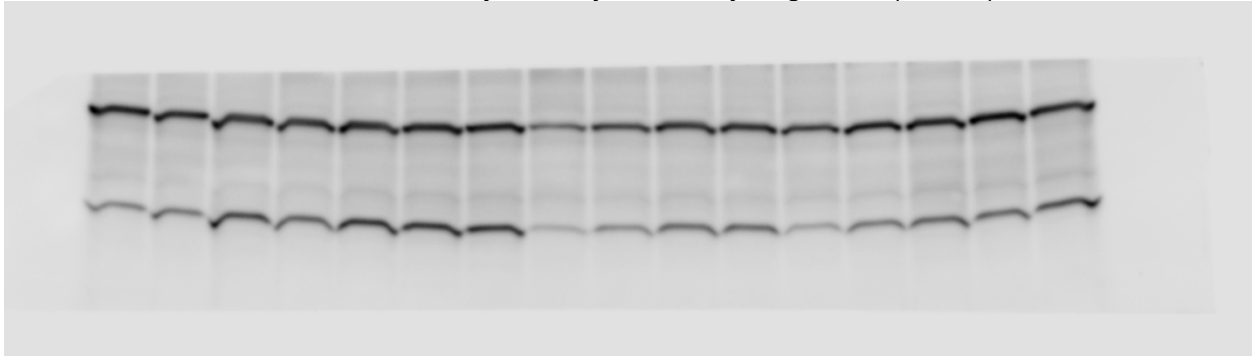

Total Protein

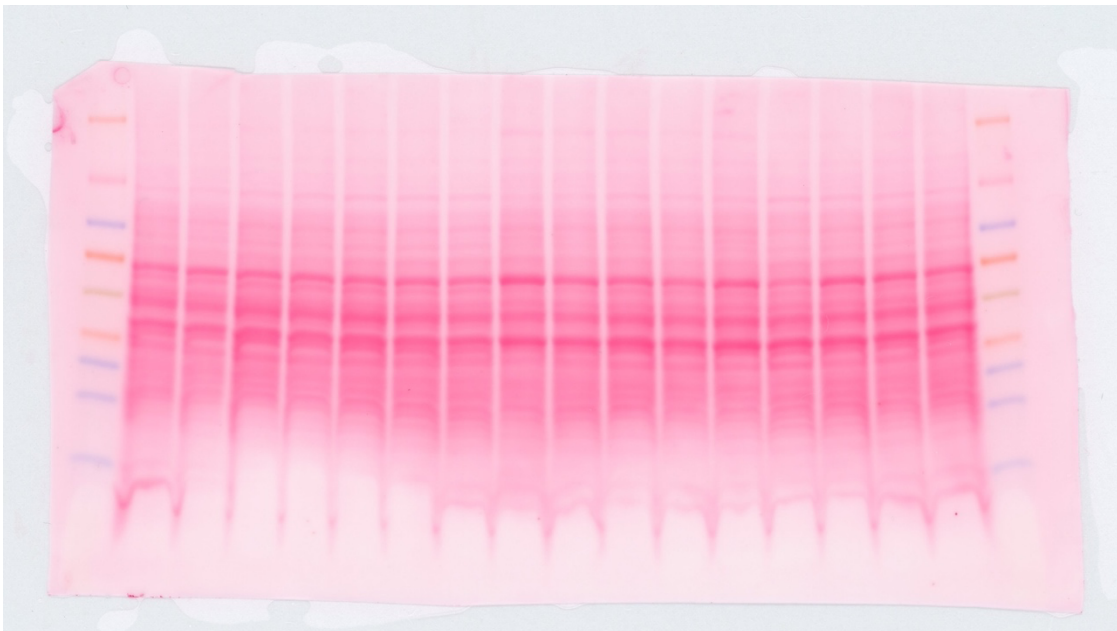

Immunoblot and Ponceau S for Figure S4A

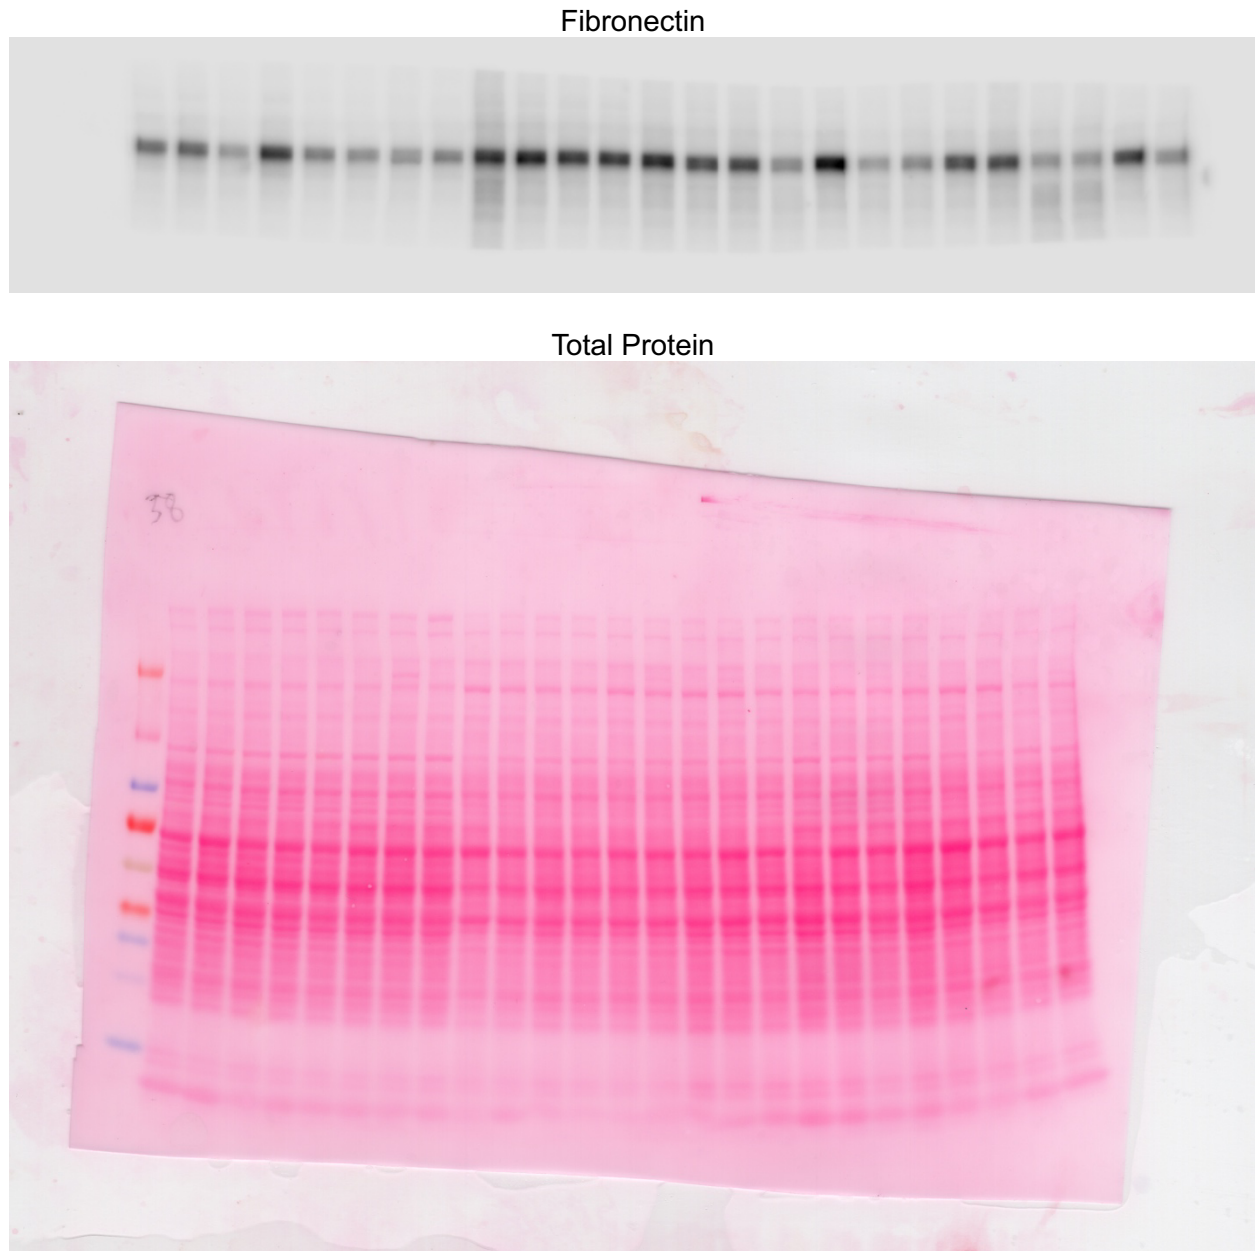

This immunoblot was horizontally cut prior to incubation with the primary antibodies for fibronectin (**Fig. S4A**) and PGC-1 $\alpha$  (**Fig. 6A**). Therefore, data from those blots were normalized to the same Ponceau S image, presented above and on page 4.

**Immunoblot and Ponceau S for Figure S4B**

Fibronectin

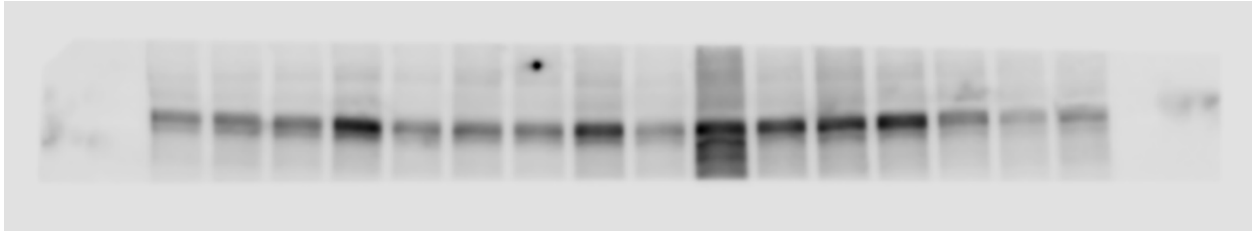

Total Protein

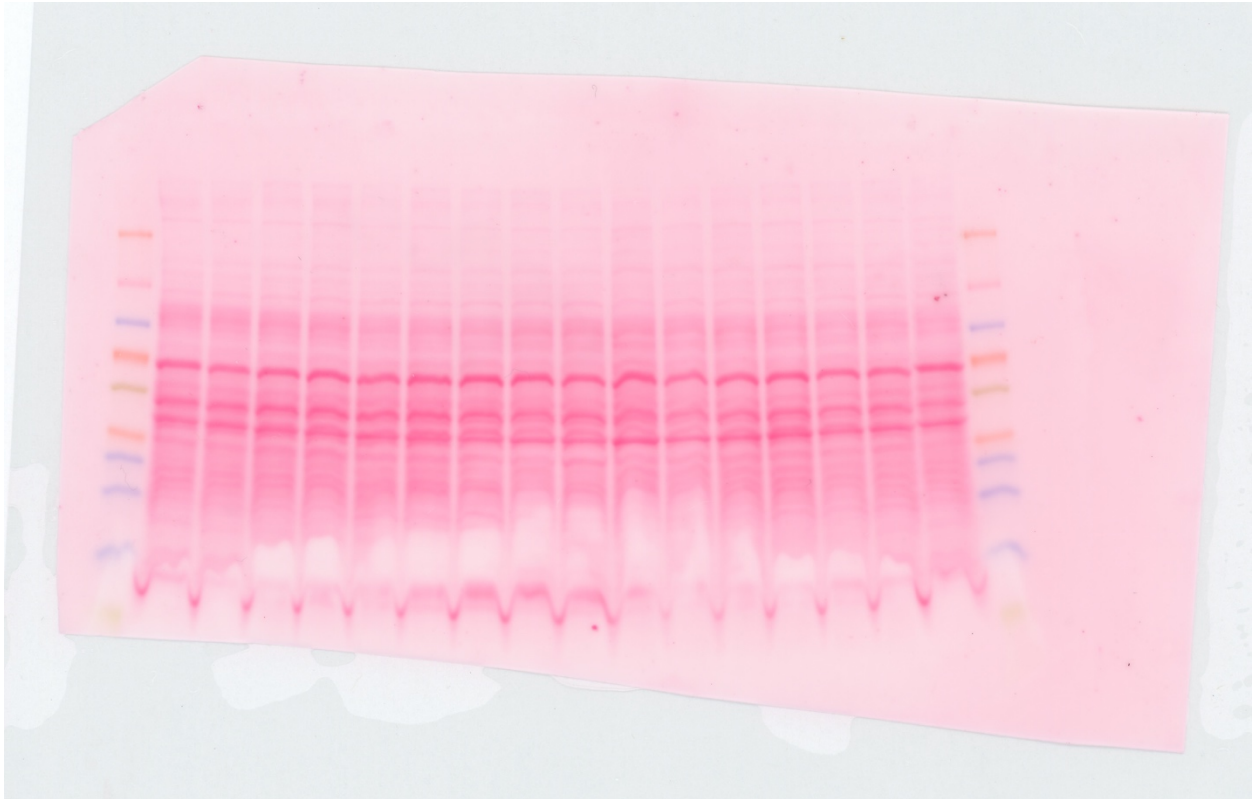

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

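Kidney cortex RNA from 32 mice of 25 weeks was analysed, 4 for each combination of sex, genotype (control or Alport) and treatment (vehicle, or NR at 0.5% w/w of the diet from 10 weeks). According to the paper and the records of the deposited data, total RNA was isolated on spin columns, libraries were made from poly(A) RNA and sequenced by a service provider, and the authors processed the reads with BioJupies. The aligner and its version, the genome build, the annotation and the strand are not stated, so no coordinates are given and genes are used by the symbols of the table. The authors deposited a table of counts per gene symbol and mouse, which the analysis starts from. The second deposited table holds log10(CPM + 1) made by the authors from the same counts, which was checked for every gene and mouse and used only as an alternative in the principal component analysis. Gene lengths and reads were not used.

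Total counts were 16621944–27778797 per library, with a median of 22071395, and 18319–19936 genes had at least 1 count. TMM factors were 0.828–1.25. Within groups, the counts of 48 pairs of mice differed by more than sampling gives, with a chi-square per degree of freedom of at least 7.98, so mice were the units of every test. Replicate numbers were checked for a pairing between groups. In 24 pairs of same-numbered mice, correlations of the deviations from the group means were −0.171 to 0.273, with 5 over 0.1, so the numbers were taken not to pair the mice, and a replicate block was tried as an alternative.

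Genes were tested in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood F test, low-count filter of filterByExpr with a minimum count of 10, TMM scaling) in 1 fit per comparison and sex with its 8 mice. The comparisons were vehicle-treated Alport against vehicle-treated control mice, NR-treated against vehicle-treated Alport mice, and NR-treated against vehicle-treated control mice. The sex-genotype interaction was tested in the 16 vehicle-treated mice and the interaction of NR and genotype in the 16 mice of each sex. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05, and the sex-genotype interaction also needed a change of at least 2-fold, as in the paper. Counts were simulated with the dispersion of the male control mice and called without a fold limit. The edgeR test found 174 of 196 changed genes with 11 false calls, limma-voom 172 with 9 and DESeq2 180 with 34. The edgeR interaction test found 153 of 200 with 9 false calls, and with no gene changed edgeR called 3 of 14522 genes.

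Gene lists were written by hand from general knowledge: fatty acid oxidation (38 genes), PPAR pathway (64), citric acid cycle (23), cholesterol synthesis (25), NAD+ synthesis (19), extracellular matrix (40), immune cells (36), NRF2 targets (31), and markers of the proximal tubule (22), the loop of Henle and collecting duct (22), endothelial cells (22), podocytes (18) and adipocytes (14). Of these, 12 genes are on both the fatty acid oxidation and the PPAR pathway list, 4 on the PPAR pathway and adipocyte lists, and 1 on the PPAR pathway and NRF2 lists. Beside them, sets of the Reactome database as distributed with fgsea 1.28.0 were used for fatty acid oxidation, lipid regulation by PPARα, metabolism, the citric acid cycle, cholesterol synthesis, extracellular matrix organization, the innate immune system, VEGF signaling, and the citric acid cycle joined with respiratory electron transport. A Reactome set in place of the fatty acid oxidation and PPAR pathway lists was planned, but the sets were picked after first results had been seen, and the one first picked for PPARα matched only 1 gene and was replaced. The other Reactome sets were added after first results, to stand beside terms named in the paper. Lists were tested with camera of limma 3.58.1 (inter-gene correlation 0.01), with fry beside it, adjusted over the lists of a comparison. A list value is the median log2FC of its tested genes, and the score of a mouse is the mean log2 CPM of the list.

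Principal components were computed from log2 CPM with prior count 4 of genes with a CPM of at least 0.5 in at least 1 mouse, centred and not scaled. Differences between group means were tested with permutations, 100000 resamples for the 32 mice and all groupings for 8 against 8 mice, where resampling had been planned, and for 4 against 4 mice. The shift on PC1 is the distance between the means of vehicle-treated and NR-treated Alport mice as a share of the distance from vehicle-treated Alport to vehicle-treated control mice of that sex. Correlations of fold changes used Pearson's r, with simulated groups without effects, drawn gene by gene, where 2 fold changes share mice. For the enrichment input of the paper, the 500 genes with the smallest p in each direction were counted per list.

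The alternatives tried were DESeq2 1.42.0, limma-voom, 1 fit of all 32 mice in 8 groups, RLE size factors, no low-count filter, at least 10 counts in every mouse, a CPM of at least 0.5, a replicate block, a fold limit or none, fry, camera with an estimated correlation, Reactome sets, other inputs to the principal component analysis (prior count 1, the 2000 most variable genes, unit variance, the deposited log10 values), the genes changed in controls, a division of the vehicle-treated Alport mice between 2 fold changes, and leaving out each mouse. Genes named are those the paper names for its RNA-Seq data, immunoblots and introduction, the coloured genes of its PPAR pathway figure, and the 3 genes with the smallest adjusted p in each direction of each comparison. The text gives a part of them, and results for some genes are not reported here. KEGG and GO term enrichment and transcription factor prediction were not repeated, because their databases were not used here, and the lists and Reactome sets stand beside those statements.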

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

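Apart from the splits for numbers of genes, all tests of explanations given with these results were chosen after the results were seen.

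Among 355 groups of 4 values (library measures, list scores and log2 CPM of named genes), 20 held a mouse whose gap to its neighbour took more of the range of the group than Dixon's 95% critical value allows, and 17.75 such groups are expected by chance. In NR-treated female Alport mice, replicate 4 was highest in total counts (25963664 against 19916664–20909001, ratio 0.836), adipocyte markers (0.868) and *Ehhadh* (0.866). In vehicle-treated female Alport mice, replicate 2 was lowest in immune cell genes (0.909) and highest in *Col4a3* (0.863), *Acadm* (0.831) and *Ehhadh* (0.970), and replicate 3 was lowest in endothelial markers (0.878). In NR-treated female controls, replicate 1 was highest on PC1 (0.834) and replicate 3 in adipocyte markers (0.914). In vehicle-treated male controls, replicate 2 was highest in podocyte markers (0.834), replicate 3 in *Plin2* (0.858), replicate 1 in adipocyte markers (0.894) and lowest in *Msmo1* (0.882), and replicate 4 was lowest in *Rxra* (0.841) and highest in *Slc7a13* (0.934). The others were NR-treated male Alport replicate 3, highest in NRF2 targets (0.857), NR-treated male control replicate 4, lowest in *Dbi* (0.977), and vehicle-treated female control replicates 4 and 3, highest in *Ticam2* (0.834) and *Acot3* (0.874). No cause was tested for single mice, and all mice stay in every result.

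The Alport effect differed between the sexes in 41 genes. In 100 splits that exchanged mice between the groups, 3 gave as many genes, the real one among them (the others 53 and 813), while 11 of 100 gave as many genes with an unadjusted p under 0.05. Of the lists, extracellular matrix (median −0.89), immune cells (−0.67), NRF2 targets (−0.29), endothelial markers (−0.34) and podocyte markers (−0.61) passed the camera threshold, and none of the 5 passed that of fry. Splits with a median as far from 0 numbered 2 of 100 for extracellular matrix and 2 for podocyte markers. They numbered 18 for immune cells, 7 for NRF2 targets and 9 for endothelial markers. The splits exchanged males and females within each genotype, so a sex difference that both genotypes share can pass into their interaction. They cannot decide on chance for the 41 genes or for any of the 5 lists, and it stays open. A difference in depth between groups is argued against, since 5 lists pass camera with every library thinned to 16621944 counts, where extracellular matrix, NRF2 targets and podocyte markers also pass fry (adjusted p = 0.0488 for each). For the extracellular matrix and podocyte lists, a lower response of female mice may be one source, and their higher level in female controls another. Other differences between male and female mice were not tested.

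The NR effect differed between control and Alport males in extracellular matrix (−1.13), immune cell (−1.31), endothelial (−0.61) and podocyte (−0.34) genes by camera, and 1 of the 4 lists, endothelial markers, also by fry. Of 100 splits, 6, 3, 3 and 9 gave medians as far from 0. The splits exchanged NR-treated and vehicle-treated mice within each genotype, so an NR effect that both genotypes share can pass into their interaction. They cannot decide on chance for these 4 lists. In females the lists were fatty acid oxidation (0.22), citric acid cycle (0.11), cholesterol synthesis (0.35), extracellular matrix (−0.43), immune cells (−0.70), NRF2 targets (0.38) and podocyte markers (0.14). In that order, 43, 45, 49, 25, 18, 46 and 20 of 100 splits came as far from 0, with the same limit. Since 0 of 7 pass the fry threshold, chance stays open for each. Thinned to equal depth, 4 of the 4 male and 7 of the 7 female lists pass, which argues against a difference in depth between groups. The 0 interaction genes in each sex cannot be tested in this way, because each of the 100 splits gives at least 0. For genes with an unadjusted p under 0.05, 17 of 100 splits in males and 9 of 100 in females give as many.

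Genes that differ between the sexes, defined in vehicle-treated Alport mice at least 2-fold, moved with NR in male controls, which the paper does not report. Of 96 male-biased genes tested, 82 were lower (median −0.76, fry p-value 0.00724) and 27 were called lower against 1 higher. Of 47 female-biased genes, 7 were lower (median 0.80, fry p-value 0.00185), and 17 were called higher against 0 lower. The score of the male-biased genes was 4.78–5.81 in the 4 NR-treated males and 5.98–6.14 in the 4 vehicle-treated males. Leaving out 1 mouse gives −0.95 to −0.65. Among 35 splits, 1 gave a median as far from 0 for the male-biased and 2 for the female-biased genes, so chance stays open for the second. A smaller share of proximal tubule RNA as the whole source is argued against, because per mouse the score of the male-biased genes fell by −0.700 relative to that of proximal tubule markers outside the sex-biased genes (exact permutation test, p = 0.0286). Relative to the 4 Y-linked genes the mean fall was −0.620 (exact permutation test, p = 0.114). RNA of female mice in the male libraries, which would lower Y-linked genes at least as much, is argued against in NR-treated replicates 1, 3 and 4, where the difference was −0.125 or lower against 0.41–0.67 with vehicle, and stays open in replicate 2 (0.603). In female controls the male-biased genes moved the other way with NR (84 genes, median 0.13, fry p-value 0.00849, 16 called higher against 1 lower, 4 of 35 splits). The female-biased genes had a median of −0.06 there (57 genes, fry p-value 0.707, 11 of 35 splits). For male Alport mice other genes had to be used, defined in vehicle-treated controls, since the first set shares their vehicle-treated mice. With NR the 256 male-biased ones changed by −0.26 (12 of 35 splits) and the 274 female-biased ones by 0.01 (32 of 35 splits), so chance stays open there. The score of these male-biased genes changed by −0.420 relative to the Y-linked genes (exact permutation test, p = 0.400) and by −0.361 relative to proximal tubule markers (p = 0.0286). In 2 mice, NR-treated replicates 1 and 3, the first difference was −1.82 or lower against −1.23 to −0.76 with vehicle, which argues against RNA of female mice there. A change shared with kidney disease is a candidate explanation, since male-biased genes were lower in male Alport mice too. A set defined in NR-treated Alport mice was tried first (3 genes, −0.76, fry p-value 0.0541), then one defined in NR-treated controls (59 genes, −0.97, 49 lower, fry p-value 0.000186). In female Alport mice with NR, the male-biased genes defined in vehicle-treated controls changed by −0.11 (6 of 35 splits). The female-biased ones changed by −0.25 (2 of 35 splits), so chance stays open for both. Hormone levels were not measured in these data.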

How the results depend on the processing

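The kinds of alternatives were planned, but the Reactome sets that stand for the 2 lists were picked after first results had been seen, and the set for PPARα took the place of one that matched only 1 gene. Of the alternatives to comparisons and lists other than leaving out a mouse, 125 kept direction and side of the threshold or stayed within 1.5 times the count, 20 moved a count or correlation, 13 lists lost the threshold and 6 changed sign. For named genes, 701 stayed, 45 lost the threshold, 25 gained it and 0 changed sign. Where no cause is given below, the cause was not tested.

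DESeq2 gave more genes with NR in Alport mice (62 in males, 728 in females) and in controls (1641 and 1493), 114 sex-genotype interaction genes and 18 and 30 for the interaction of NR and genotype. In simulated data of a pairwise comparison, a larger share of DESeq2 calls was false than of edgeR calls. The 8-group fit of all 32 mice gave 77 and 240 genes with NR in male and female Alport mice, 20 in female controls and 4 sex-genotype interaction genes. A change of at least 2-fold left 2602 and 2035 genes in the Alport comparisons and 177 and 67 with NR in controls, because it removes smaller changes, and no fold limit on the sex-genotype interaction gave 80. With the genes changed in controls, chosen for that change, the correlation of NR effects rose to 0.684 in males and 0.716 in females.

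With a replicate block, 413 genes changed with NR in male and 406 in female controls. Of 134 results under the block, 2 comparisons and 10 genes changed.

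Camera with an estimated correlation moved 11 lists past the threshold to adjusted p of 0.0614–0.320 at the same medians: fatty acid oxidation and PPAR pathway in Alport mice (−0.59 and −0.40 in males, −0.61 and −0.41 in females), with NR in Alport mice (0.37 and 0.25 in males, 0.54 in females) and in controls (0.28 and 0.33, 0.31 and 0.30). Fry did so for the medians 0.37 and 0.25 in male Alport mice. The Reactome set for PPARα changed the sign to 0.0545 and 0.00816 in Alport mice, −0.00242 with NR in female Alport mice, and −0.0233 and −0.0620 in controls, with 1 of its 19 genes on the list, and that of fatty acid oxidation changed the interaction to 0.0136.

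Across the fits that each left out 1 mouse, the number of genes was 0–374 with NR in male and 9–163 in female Alport mice, 111–1863 in male and 422–857 in female controls, 16–58 for the sex-genotype interaction, and 0–784 and 0–33 for NR and genotype. The largest came without NR-treated male Alport replicate 1 (374 and 784), NR-treated female Alport replicate 1 (163 and 33), NR-treated male control replicate 4 (1863) and vehicle-treated male control replicate 3 (58). The fatty acid oxidation median of the sex-genotype interaction was −0.11 to 0.14 and that of the PPAR pathway −0.13 to 0.0278, both with a changed sign in some of the 16 fits. With NR in male Alport mice the 2 medians were 0.20–0.52 and 0.18–0.40, highest without replicate 1.

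The depth, 16621944 counts in the smallest library, limits genes near the floor such as *Ticam2*, and 4 mice per group limit the tests. Without a fold limit and at the dispersion of male control mice, they found 153 of 200 simulated interactions.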

Differences from the paper's values

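The tests behind these values were set before the data were examined, apart from those chosen after results were seen. The latter are the correlation with the fold changes of the supplement and the Reactome set joining the citric acid cycle with respiratory electron transport.

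The paper gives 114 sex-genotype interaction genes, and 41 were found. Of the alternatives set before the data were examined, DESeq2 gives the same number as the paper (114), and no fold limit (80) comes within 1.5 times it. The others do not. Whether the paper used DESeq2 is not known, since the test used in iDEP is not named. For genes with a negative interaction besides the 4 named ones the paper gives 70 and 22 were found, with DESeq2 at 69 and no fold limit at 54. For a positive interaction the paper gives 40 and 18 were found, with DESeq2 at 41 and 28 without male control replicate 3, while no fold limit (25) stays apart.

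In Supplemental Table 4 of the paper, 407 genes have an adjusted p under 0.05 with NR in male controls and 555 in female controls, and 654 and 956 were found. In males, limma-voom (566), a replicate block (413) and leaving out vehicle-treated replicate 3 (441) come within 1.5 times the paper's number. In females, a replicate block (406) and leaving out NR-treated replicate 1 (422), 2 (795), 3 (446) or 4 (535) or vehicle-treated replicate 2 (533), 3 (489) or 4 (631) do, and limma-voom (855) and leaving out vehicle-treated replicate 1 (857) do not. Over the genes used from this and 2 other supplement tables, fold changes of the 6 comparisons correlated with those found at r = 0.949–0.999.

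The paper names *C3*, *Col1a2*, *Fgfbp1* and *Ticam2* as genes with a negative interaction, and only *Fgfbp1* passed here. DESeq2 calls all 4, the replicate block calls *C3* (adjusted p = 0.0478) and not the others, leaving out female control replicate 2 calls *Col1a2* and *Fgfbp1*, and the remaining settings call *Fgfbp1* alone or none of the 4. Over all settings the adjusted p is 0.0120–0.909 for *C3*, 0.00337–0.909 for *Col1a2*, 0.00254–0.185 for *Fgfbp1* and 0.0149–0.795 for *Ticam2*. For metabolism, the paper describes the NR effects in control and Alport mice as essentially identical. The citric acid cycle list did not change in male controls (−0.01). In male Alport mice it rose by camera (0.16) and not by fry (adjusted p = 0.931), with a difference between the genotypes of 0.15 (adjusted p = 0.0786, camera). The Reactome set that joins the citric acid cycle with respiratory electron transport rose by 0.16 in male controls and in male Alport mice, with a difference of −0.01 (0.975, camera).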

Other observations

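The splits for numbers of changed genes and the first tests of fat tissue and of the proximal tubule share were chosen earlier, and all other tests given here were chosen after the results were seen.

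Of the 35 splits of the 8 mice of a comparison, 1 gave as many changed genes, the real one, for Alport against control mice (1 in males, 1 in females), for NR in female Alport mice (1) and for NR in controls (1 and 1). For NR in male Alport mice the 0 genes found cannot be tested in this way, since each of the 35 splits gives at least 0, and 11 of 35 splits had as many genes with an unadjusted p under 0.05. By that number, 2 of 35 splits came as high for NR in female Alport mice and 1 of 35 for each of the other 4 comparisons, so that for female Alport mice the 2 counts differ in whether chance is argued against. List medians as far from 0 came in 1 split each for fatty acid oxidation and the PPAR pathway in Alport mice of each sex and with NR in controls of each sex, in 1 and 2 splits in NR-treated female Alport mice, and in 11 and 7 splits in NR-treated male Alport mice. Cholesterol synthesis and NRF2 targets had 3 and 2 splits with NR in male Alport mice, 1 and 1 in females, 1 and 1 in male controls and 1 and 2 in female controls. For the sex-genotype interaction 98 of 100 splits had a fatty acid oxidation median and 51 a PPAR pathway median as far from 0. A share of 1 in 35 is under 0.05 and 2 in 35 is not. Thinned to the same depth, the smallest of the 4 medians with NR was 0.49 for cholesterol synthesis and 0.55 for NRF2 targets, which argues against a difference in depth between groups.

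For the correlation of NR effects in control and Alport mice, 11 of 100 pairs of splits came as far from 0 in males and 1 of 100 in females. To avoid shared mice, each NR effect was also set against the Alport effect of the other sex. The correlation was −0.387 for NR in male Alport mice (17 of 35 splits as far from 0), −0.483 in female Alport mice (9 of 35 splits), 0.376 in male controls (4 of 35 splits) and −0.0546 in female controls (31 of 35 splits), so mouse assignment by chance stays open for all 4.

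NR-treated male controls moved in the direction of male Alport mice, which the paper does not report. Their NR effect correlated with the Alport effect at r = 0.550, with 0.127 from shared vehicle-treated controls in groups simulated gene by gene and 0.454 with these controls divided. In females the 3 values were 0.030, 0.143 and −0.011. Extracellular matrix, immune cell and endothelial (0.62) genes rose. A mislabelled sample is argued against, because the lowest *Col4a3* to *Col4a4* difference of these mice (−0.89) lies above the range of Alport mice. Of the 35 splits, 1 gave a median as far from 0 for each of these 3 lists, and on PC1 the NR-treated male controls (−50.1 to −29.6) did not overlap the vehicle-treated ones (−61.1 to −54.9), so mouse assignment by chance is argued against for the rise of the lists. It stays open for the correlation across sexes (4 of 35 splits). Kidney injury was not examined here beyond RNA. The paper measured urinary albumin, fibrosis and KIM-1 in this experiment, with NR-treated against vehicle-treated controls as a planned comparison. Those values were not used here.

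NR-treated male Alport replicate 1 lay further from controls on PC1 than every vehicle-treated male Alport mouse. Without it 374 genes passed, 86 higher and 288 lower, and the NR effect ran more against the Alport effect (r = −0.631). Whether NR had less effect in this mouse, or its disease was further advanced, cannot be seen from 1 mouse.

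For fat tissue in the dissected cortex as the source of the PPAR pathway genes with NR, the first test came out on its side, since adipocyte markers rose at least as much as the list. The second test argues against it as the whole source. *Adipoq*, *Cfd* and *Plin1* together stood at 0.614 CPM in NR-treated male and 1.40 CPM in NR-treated female controls, and adipocyte markers gained 61.5 and 39.2 CPM while the PPAR pathway list gained 6716 and 6638 CPM. Of the 14 adipocyte markers, 5 were tested in controls, so the first test rests on few genes, and 1 of the 5 is a PPAR pathway gene.

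A smaller share of proximal tubule RNA as the source of lower fatty acid oxidation genes in Alport mice was also favoured by its first test, since proximal tubule markers fell by more than that list. It would raise the markers of every other cell type alike, but markers of the loop of Henle and collecting duct fell (−0.33 in males, −0.31 in females) while podocyte and endothelial markers rose, with scores apart by 1.24 and 0.943 in males and 0.843 and 0.722 in females (exact permutation test, p = 0.0286 for each, the smallest that 4 against 4 mice can give). A lower tubule share together with changes in other cell types may still explain a part. For the rise with NR in Alport mice, a larger share of proximal tubule RNA would raise the proximal tubule markers at least as much as the fatty acid oxidation list. Per mouse, the list score minus the marker score rose by 0.609 in females (exact permutation test, p = 0.0286), which argues against such a share as the whole source there. In males it rose by 0.510 (exact permutation test, p = 0.0571), and with marker scores of 7.85–9.31 in the 4 NR-treated mice the explanation stays open.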
